# CPEB1-dependent disruption of the mRNA translation program in oocytes during maternal aging

**DOI:** 10.1038/s41467-023-35994-3

**Published:** 2023-01-26

**Authors:** Nozomi Takahashi, Federica Franciosi, Enrico Maria Daldello, Xuan G. Luong, Peter Althoff, Xiaotian Wang, Marco Conti

**Keywords:** Translation, Ageing

## Abstract

The molecular causes of deteriorating oocyte quality during aging are poorly defined. Since oocyte developmental competence relies on post-transcriptional regulations, we tested whether defective mRNA translation contributes to this decline in quality. Disruption in ribosome loading on maternal transcripts is present in old oocytes. Using a candidate approach, we detect altered translation of 3’-UTR-reporters and altered poly(A) length of the endogenous mRNAs. mRNA polyadenylation depends on the cytoplasmic polyadenylation binding protein 1 (CPEB1). *Cpeb1* mRNA translation and protein levels are decreased in old oocytes. This decrease causes de-repression of *Ccnb1* translation in quiescent oocytes, premature CDK1 activation, and accelerated reentry into meiosis. De-repression of *Ccnb1* is corrected by *Cpeb1* mRNA injection in old oocytes. Oocyte-specific *Cpeb1* haploinsufficiency in young oocytes recapitulates all the translation phenotypes of old oocytes. These findings demonstrate that a dysfunction in the oocyte translation program is associated with the decline in oocyte quality during aging.

## Abstract (web summary)

In the absence of transcription, gene expression required for oocyte maturation is regulated by translation of preexisting mRNAs. Here the authors show that a defective program of mRNA translation in oocyte is associated with maternal aging.

## Introduction

Loss of homeostasis and decreased ability to respond to metabolic challenges is a hallmark of cellular aging^1^. However, the aging-related decline in cellular functions does not progress in a synchronous fashion in all cells and tissues of the body. One striking example is the ovary, where an age-related decrease in the number and quality of oocytes causes a decline in fertility that precedes other aging-induced loss of function^2^. Although aging patients can carry a pregnancy to term with oocyte donation^3,4^, the decrease in oocyte developmental competence is a major hurdle in the Assisted Reproductive Technologies (ARTs) setting. The decline in oocyte quality has been imputed to several causes, with an increased incidence of aneuploidy of the egg or the embryo and genomic instability perhaps caused by epigenetic errors or metabolic insults being the most widely reported^5–7^.

The oocyte’s ability to develop as an embryo and to support pregnancy through a live birth relies on a complex set of developmental processes, including the coordinated acquisition of gamete meiotic and cytoplasmic competence^8,9^. Less clear is the role of cytoplasmic competence in the decline in fertility with age. Cytoplasmic maturation includes the assembly of the molecular machinery necessary for the completion of meiosis, for reprogramming of organelle morphology and their redistribution within the oocyte. It should be underscored that upon fertilization the oocyte cytoplasm is transferred to the zygote. Therefore, the transcriptional activation of the embryo genome takes place in this maternal environment^9–11^. Several observations in the ART practice point to defective cytoplasmic competence as a cause of the decrease in embryo fitness to develop and implant^12^.

Oocyte maturation is the last step of oogenesis. In a span of several hours, a Prophase I arrested oocyte (also called germinal vesicle (GV) stage oocyte) re-enters meiosis in response to the luteinizing hormone (LH) surge, undergoes nuclear envelop breakdown (NEBD or germinal vesicle breakdown, GVBD), completes the first meiotic division, and finally arrests at the MII stage of meiosis. MII oocytes are then ovulated and ready to be fertilized. Removal of a GV-arrested, fully grown oocyte, from the antral follicle initiates a cascade of events called spontaneous maturation that recapitulates maturation to the MII stage in vitro. During these final stages of oocyte maturation, the synthesis of proteins critical for developmental competence relies on a program of timed translation of long-lived mRNAs that have been synthesized earlier during oocyte growth^13–15^. Thus, gene expression in oocytes is controlled by translation in the cytoplasm rather than via transcription in the nucleus. This property, shared by the gametes of most species^16^, clearly indicates that the translational program executed at the oocyte-to-zygote transition is integral to the acquisition of developmental competence. We have provided evidence that defects in the translation program are associated with compromised developmental competence in the mouse^17–19^. One central mechanism of translation regulation of maternal mRNAs relies on the dynamic modulation of the poly(A) tail associated with the mRNA 3’-untranslated region (3’-UTR)^20^. A major regulator of polyadenylation is the cytoplasmic polyadenylation element binding protein 1 (CPEB1)^20,21^. This RNA-binding protein modulates the translation of mRNAs containing the cytoplasmic polyadenylation element (CPE). Our genome-wide analysis revealed a global switch in maternal mRNA translation coinciding with oocyte reentry into the meiotic cell cycle and the crucial role of CPEB1 in directing this switch^15^.

Here, we propose the hypothesis that a defective execution of the maternal mRNA translation program during oocyte maturation also leads to the compromised developmental competence observed during maternal aging. In contrast to the numerous transcriptomic studies published on oocyte aging^22–25^, scarce information is available as to whether defects in the translation program contribute to the age-related decline in oocyte quality^26,27^. Using a RiboTag Immunoprecipitation (IP) strategy^28^ in mouse oocytes^29^, we have compared ribosome loading in MII oocytes from young and old mice. We provide evidence for defects in the mRNA translation program in oocytes derived from old female mice, a disruption that is associated with decreased CPEB1 function. In turn, these defects likely contribute to the decline in developmental competence and age-associated infertility.

## Results

### RiboTag IP/RNA-Seq reveals a disruption in the pattern of mRNA translation during maternal aging

Previous studies have examined the transcriptome in quiescent (GV) and matured (MII) oocytes from young and old mice (dataset GDS3295)^24^. A conclusion of this study is that a significant number of transcripts are decreased in aging oocytes^24^. However, our re-analysis of these datasets also shows that levels of 2109 transcripts increase significantly from GV to MII in young oocytes (Supplementary Fig. 1a). Mouse oocyte maturation occurs in the virtual absence of transcription, as fully matured oocytes show highly condensed chromatin, and RNA synthesis is at background level^13^. Given this genome-wide transcriptional silencing, mRNA levels in maturing oocytes should only remain stable or decrease, the decrease being caused by destabilization/degradation^15,30^. Therefore, we hypothesize that the widespread increase in transcript levels is due to a bias towards polyadenylated mRNA species introduced during cDNA synthesis using oligo(-dT) primers, a possibility also raised in the original publication^24^. The apparent increase in mRNA levels would then reflect differences in polyadenylation/translation rather than mRNA steady-state levels, a possibility also proposed in other oocyte transcriptomic studies^31,32^. Indeed, a comparison of apparently increased transcripts in GDS3295^24^ with our datasets probing ribosome loading^14^ show considerable overlap with activated mRNAs (Supplementary Fig. 1a–c). Moreover, direct measurement of poly(A) length and efficiency of oligo(-dT) priming confirms such a correlation (Supplementary Fig. 2). The apparent differences between young and old oocytes found in the aging transcriptome may, therefore, indicate defective polyadenylation (Supplementary Fig. 1d) rather than altered transcript levels.

To directly assess this possibility, we compared transcriptome and translatome in MII oocytes from young (1 month) and old (12–15 months) mice using the RiboTag IP/RNA-Seq ribosome-loading strategy^29^ and random priming library preparation. 

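RNA-Seq was performed on 4 pools of MII oocytes, 2 from young mice (1 month) and 2 from old mice (12 to 15 months), with 200 oocytes per pool. The mice carried an HA-tagged ribosomal protein in their oocytes, so that ribosome-bound mRNA was recovered by HA immunoprecipitation. Females received 5 IU PMSG and, 48 h later, 10 IU hCG, and oocytes were collected 13 h after hCG. From each pool, 10% of the lysate was kept as input (total mRNA) and the rest was used for the immunoprecipitation, giving 8 libraries. The authors trimmed the reads, aligned them to mouse genome build GRCm38 and counted them per gene without regard to strand. They then deposited CPM (reads on a gene scaled to the size of its library) after TMM normalization, which was set separately over the 4 HA and the 4 input libraries. The HA table holds 8898 genes, the input table holds 10530 genes, and 8537 genes are in both. Every deposited value was a whole multiple of the value of 1 read in its library (100% of values in each library), so the read numbers were recovered. Between 37817382 and 59688578 reads were counted on the genes of the HA table, and between 38276453 and 60052814 on those of the input table. A floor of 3 reads corresponded to 0.0388 to 0.111 CPM in the HA libraries and to 0.0435 to 0.0788 CPM in the input libraries. The reads carry no molecular identifiers, so these floors cover counting error only. Old and young libraries were compared with limma on log2(CPM + 1), separately for HA and input, with Benjamini-Hochberg adjustment over all genes of the table. On this scale, the change of genes with low CPM is understated. The translation efficiency (TE) of a gene was taken per pool as HA CPM over input CPM, and its log2 value, log2(HA CPM + 1) minus log2(input CPM + 1), was compared between ages in the same way. With 2 pools against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.333, so that p-values come from models fitted across all genes.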

Properties of the oocyte samples are reported in Supplementary Fig. 3a–e, and data quality control analysis of the RNA-Seq data is reported in Supplementary Fig. 4a, b. 

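Across all genes of each table, Spearman's rho between the 2 replicates was 0.837 for young HA, 0.692 for old HA, 0.89 for young input and 0.823 for old input. These correlations are across genes, which are not independent replicates, and therefore carry no p-value here. With genes of a mean of at least 10 CPM over the table, rho was 0.595 for old HA and 0.793 for old input. Pearson's r on log2 CPM over genes with reads in both replicates, chosen after seeing the data, moved old input most, to 0.726. Of the genes in the HA table, 2.89% and 4.11% had no reads in the 2 old HA libraries, against 0.112% and 0.865% in the 2 young HA libraries. In the input table, the percentages without reads were 2.98% and 3.06% in old and 0.380% and 1.56% in young libraries. The TMM factors recovered from the HA table were 0.896 and 0.715 for the old and 1.30 and 1.20 for the young libraries. In the input table they were 0.958 and 0.915 for the old and 1.15 and 0.994 for the young libraries. Zbed3 had the most reads of any gene in each HA library, with 6.74% and 6.68% of reads on genes in old and 3.26% and 3.32% in young libraries. The paper's Reporting Summary describes the RiboTag RNA-Seq as a single experiment, and the labels name no sequencing batch.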

With the exception of 47 mRNAs, total mRNA levels (input) did not differ significantly between young and old MII oocytes (FDR < 0.05, Fig. 1a). Conversely, ribosome loading was significantly decreased for 254 mRNAs and increased for 38 mRNAs in old oocytes compared with young oocytes (FDR < 0.05. 

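In the input libraries, 1 of 10530 genes had an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment, and 651 genes had an unadjusted p under 0.05, of which 285 were higher and 366 were lower in old oocytes. With each library rescaled to the same sum, that split was 179 higher and 537 lower, after quantile normalization it was 301 and 302, and among genes with at least 10 CPM in at least 2 libraries it was 248 and 130. The gene past the threshold was Ext2 (ENSMUSG00000027198.16, chromosome 2 of GRCm38, 93661028 to 93822568). Its input level was 34.7 ± 16.3 CPM (SD, n = 2 pools) in old and 855 ± 30.7 CPM (SD, n = 2) in young oocytes. The log2 difference was -4.66 (standard error 0.38, adjusted p = 0.0121 from limma). Its span overlaps 2 other annotated genes, neither of which is in the input table. Among the genes higher in old input libraries, Tmem63b, Tcl1b4 and Fam90a1a had the smallest p-values, with log2 differences of 2.07, 3.37 and 1.46. None of them passed the adjustment in limma (adjusted p = 0.714, 0.714 and 0.778) or in edgeR's quasi-likelihood test (0.805 for each). On the recovered reads, their adjusted p was 4.81e-04, 2.26e-04 and 0.0223 in edgeR's likelihood ratio test. In DESeq2 it was 2.05e-06, 1.18e-07 and 5.26e-04. Tcl1b4 belongs to a family of neighbouring paralogs between which reads could have been split. In a check chosen after seeing the data, the summed input level of the 6 family genes was 1048 and 926 CPM in old oocytes. In young oocytes it was 670 and 554 CPM. Of the other members, only Tcl1b2 had a lower mean in old oocytes, at 128 ± 66.6 CPM against 133.5 ± 40.1 CPM (SD, n = 2 each). These values argue against reads moved from the paralogs as the source of the Tcl1b4 difference. Among the lower genes, Cachd1 had 2 and 1 reads in the old and 1333 and 625 reads in the young input libraries, and Cxxc5 had 0 and 11 reads in the old and 931 and 805 in the young. The alternative that moved the count most was DESeq2 on the recovered reads, with 57 higher and 57 lower genes at an adjusted p under 0.05. In edgeR's likelihood ratio test on the recovered reads, the number was 50 (19 higher, 31 lower), and in edgeR's quasi-likelihood test it was 0.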

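In the HA libraries, none of the 8898 genes had an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment (smallest adjusted p = 0.297). At an unadjusted p under 0.05 there were 1311 genes, 381 higher and 930 lower in old oocytes. This split depended on the scaling of the libraries, with 253 higher and 230 lower after quantile normalization, 183 higher and 1141 lower after rescaling to the median log2 ratio, and 112 higher and 1279 lower after rescaling each library to the same sum. Among genes with at least 10 CPM in at least 2 libraries, 375 were higher and 162 were lower. On the recovered reads, edgeR's likelihood ratio test gave 38 higher and 257 lower genes at an adjusted p under 0.05, DESeq2 gave 165 and 343, and edgeR's quasi-likelihood test gave 0 (404 higher and 797 lower at an unadjusted p under 0.05). The genes higher in old HA libraries with the smallest p-values were Thoc2 (ENSMUSG00000037475.15), Pou2f2 (ENSMUSG00000008496.19) and Srp72 (ENSMUSG00000036323.14). Thoc2 was at 757 ± 57.7 CPM (SD, n = 2 pools) in old and 113 ± 2.22 CPM (SD, n = 2) in young oocytes, a log2 difference of 2.73 (standard error 0.43, adjusted p = 0.297 from limma). Pou2f2 was at 558 ± 17.8 CPM (SD, n = 2) in old and 52.3 ± 22.5 CPM (SD, n = 2) in young, and Srp72 was at 543 ± 223 CPM (SD, n = 2) and 49.5 ± 20.7 CPM (SD, n = 2). The lower genes with the smallest p-values were at or under the floor of 3 reads in both old HA libraries. Gm26816 had 0 reads in each old and 471 and 260 reads in the young libraries, Srp14 had 0 in each old and 320 and 303 in the young, and Cox14 had 0 and 1 in the old and 430 and 367 in the young.
The old against young difference in HA changed with expression. Its median was -0.97 on the log2 scale in the lowest and 0.61 in the highest of 10 equal groups of genes sorted by mean CPM. In input, the medians of these groups were -0.23 and 0.13. The sorting mean is taken over the same libraries, so noise in the old HA libraries can add to this trend. Sorted by input CPM, the HA medians were -0.26 under 3 CPM, -0.62 for 3 to 10 CPM and -0.58 for 10 to 30 CPM. They were -0.17 for 30 to 100 CPM and 0.38 above 100 CPM.

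**Figure D1:**
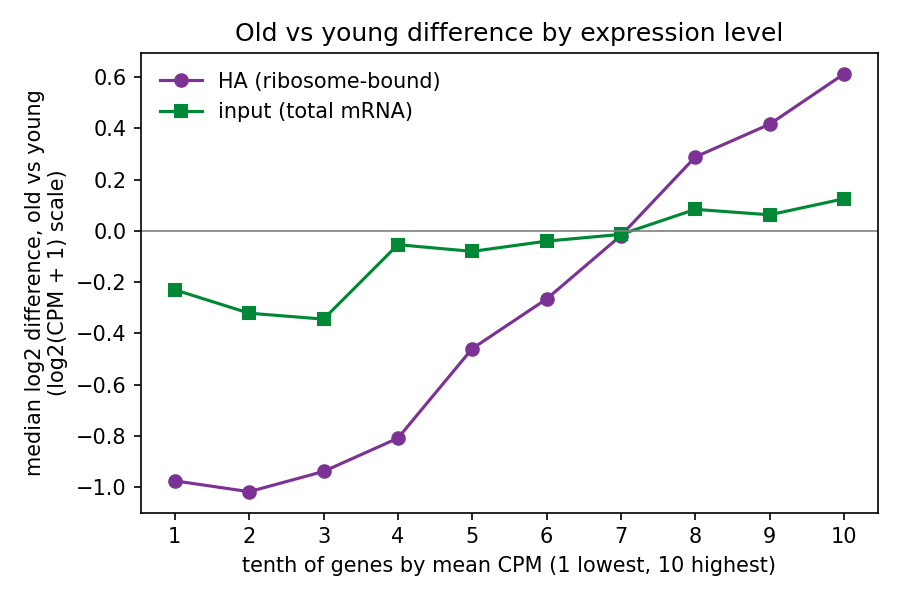
Median log2 difference between old and young oocytes, on the log2(CPM + 1) scale, in 10 equal groups of genes sorted by mean CPM over the same libraries, for HA and for input libraries. The HA medians run from -0.97 in the lowest group to 0.61 in the highest, and the input medians from -0.23 to 0.13.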

Fig. 1b). 

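The genes called by edgeR's likelihood ratio test on the recovered reads were compared with the lists of Supplementary Data 1 and 2. All 50 input calls were among the listed input genes. Of the 295 HA calls, 290 were among the 290 distinct gene symbols listed. The log2 differences from that test and those in Supplementary Data 2 differed by at most 7.89e-04 over 1993 genes. Of the listed HA genes, 279 had an unadjusted p under 0.05 in limma. Both old HA libraries were at or under 3 reads for 199 of the 254 listed genes that were lower in old oocytes. For the listed input genes that were lower, this was the case in the old input libraries for 26 of 31.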

The list of input and HA genes significantly different are provided in Supplementary Data 1 and 2. Relaxing the statistical stringency to FDR < 0.1 increased the number of mRNAs with significantly altered ribosome loading to 726. 

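At an adjusted p under 0.1, the number of genes in the HA libraries was 0 in limma and in edgeR's quasi-likelihood test. It was 728 in edgeR's likelihood ratio test on the recovered reads, of which 103 were higher and 625 were lower in old oocytes, and 715 in DESeq2, of which 241 were higher and 474 were lower. These were 8.18% and 8.04% of the genes in the table. In simulated libraries without any difference, drawn with the dispersion estimated from the HA reads, limma and the quasi-likelihood test called 0 of 8898 genes at an adjusted p under 0.05, the likelihood ratio test called 4 and DESeq2 called 167. When 200 genes were changed by 4 on the log2 scale, limma recovered 74 of them, the quasi-likelihood test 99, the likelihood ratio test 106 and DESeq2 122, with 5, 9, 27 and 200 false calls, respectively. In these simulations, the unchanged genes had an unadjusted p under 0.05 in 7.09% of cases with the likelihood ratio test. Each gene had the same dispersion in old and young simulated libraries. In the measured HA libraries, the SD across genes of the replicate difference in log2(CPM + 1) was 2.34 in old and 1.30 in young. False calls from noisier old libraries were therefore not covered. The changed genes all had a mean of at least 10 CPM. Of the listed HA genes, 75.9% had a mean under 10 CPM, so these recovery numbers do not apply to them.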

Gene ontology analysis of the decreased and increased mRNAs showed enrichment in terms that include “mitochondrion” and “nucleus” (Fig. 1c). 

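Enrichment was computed for 3 gene families set by their symbols, against all genes in the HA table. Since fewer than 20 genes passed the adjusted threshold, the 1311 genes with an unadjusted p under 0.05 in limma were used. Of 45 genes for mitochondrial ribosomal proteins, 11 (24.4%) were among them, all lower in old oocytes, against 14.7% of other genes (odds ratio 1.88, Fisher's exact test, two-sided, p = 0.0872, adjusted p = 0.262 over the 3 families). Among random genes matched on mean HA CPM, 8.84 genes would be expected, and 25.0% of 10000 draws had as many. The mean HA CPM includes the old HA values, so this matching is not independent of the calls. For respiratory chain subunits, 4 of 38 genes were called (odds ratio 0.680, p = 0.646, adjusted p = 0.969 in the same exact test). For tRNA synthetases, 3 of 26 genes were called (odds ratio 0.754, Fisher's exact p = 1, adjusted p = 1). With the genes of Supplementary Data 2 at the paper's relaxed threshold, 7 of the 45 mitochondrial ribosomal protein genes were listed (odds ratio 2.09, exact p = 0.0911, adjusted p = 0.273). These families are smaller than the gene ontology terms of Fig. 1c.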

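The source data of Fig. 1d list 43 genes encoding mitochondrial ribosomal proteins that are in both tables. In the input libraries, the median of their log2 differences between old and young oocytes was -0.32, against -0.03 for other genes, and limma's camera test (two-sided, inter-gene correlation 0.01) gave p = 0.426. In the HA libraries, the median was -1.06, against -0.13 for other genes, with 34 of 43 genes lower in old oocytes and a camera p of 0.00268. Genes are not independent replicates, so with the correlation fixed a camera p describes the gene lists and not the pools. Among 10000 random lists of 43 genes matched on mean input level, 6.86% had a median as low. Among lists matched on mean HA CPM, 21.5% did. That mean includes the old HA values, so such lists can share the decrease and do not test it independently. The family's HA median was -0.25 after quantile normalization, -1.34 with libraries rescaled to the same sum and -1.19 with the median log2 ratio. For TE, the median of the log2 differences was -0.59, against -0.10 for other genes, with 26 of 43 genes lower. The camera p was 0.0851. A median as low was found in 27.9% of lists matched on mean input level and in 57.6% of lists matched on mean HA CPM. TE contains both levels, so neither matching is independent of it. After quantile normalization the TE median had the opposite sign, 0.23. Of the 43 genes, 13 reached 10 CPM in at least 2 HA libraries, and for these the HA median was -0.43.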

Further mining of the data showed that the translation efficiency for a significant number of mRNAs encoding mitochondrial ribosomal proteins is disrupted in old oocytes compared to young, although input levels are comparable (Fig. 1d). Alteration in mitochondrial ribosomal protein mRNA translation has been reported for several tissues of an aging organism^33–35^, and mitochondrion dysfunction during aging is well-established^36^ including for the oocytes^37^. Thus, our RiboTag IP/RNA-Seq analysis detected changes shown to be associated with aging and provided an indication that disruption of mRNA translation is present in old oocytes.

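Over the 8537 genes in both tables, TE was compared between old and young pools. No gene had an adjusted p under 0.05 or under 0.1 in limma with Benjamini-Hochberg adjustment (smallest adjusted p = 0.739), and 554 genes had an unadjusted p under 0.05, 254 higher and 300 lower in old oocytes. With each library rescaled to the same sum, 108 were higher and 469 were lower, and with libraries rescaled to the median log2 ratio, 132 and 428. The split went the other way with a pseudocount of 5 CPM (270 higher, 221 lower), with at least 10 CPM in at least 2 libraries (213 and 159) and with a mean of at least 10 CPM (211 and 136). An interaction term between age and fraction in a single limma model over the 8 libraries gave 0 genes at an adjusted p under 0.05 and 602 at an unadjusted p under 0.05. edgeR's quasi-likelihood interaction on the recovered reads gave 0 and 931. From the changes in ribosome loading, the mitochondrial terms and the mitochondrial ribosomal protein mRNAs, the paper reasons that its data detect changes known from aging and proposes that mRNA translation is disrupted in old oocytes.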

**Fig. 1:**
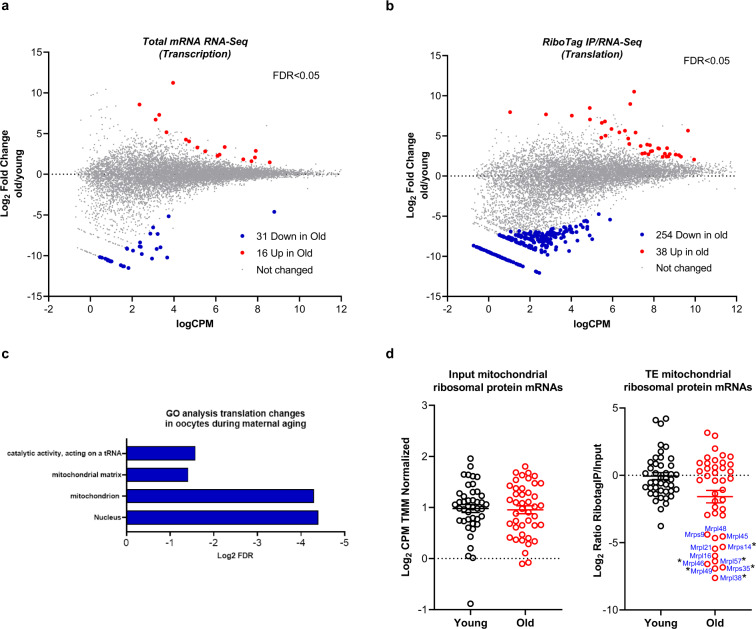
Differences in transcriptome and translatome in young and old MII oocytes. MII oocytes were collected from young and old *RiboTag*^*F/F*^*;Zp3-Cre* mice and RiboTag IP followed by RNA-Seq was performed as described in “Methods”. Two biological independent samples are used. **a**, **b** MA-plot of gene expression changes for total transcripts (**a**) and ribosome loading on transcripts (**b**) are reported. The log_2_ fold changes for young vs old oocytes is plotted on the *y* axis and the log_10_ of the average counts per million reads (CPM) is shown on the *x* axis. Each gene is represented by a dot. Genes with FDR < 0.05 are shown in red (upregulated) or blue (downregulated). **c** Gene ontology analysis of mRNAs whose translation is significantly (FDR < 0.1) different between young and old oocytes, including both upregulated and downregulated transcripts. Note the highly significant enrichment in mitochondrion term. **d** Comparison of levels of mRNAs coding for mitochondrial ribosomal protein and their translation efficiency (TE) in young and old oocytes. The log_2_ of the average CPM is plotted on the *y* axis. The bar represents mean $$\pm$$ SEM. A subset of mRNAs coding for mitochondrial ribosomal proteins is poorly translated in aging oocytes. *FDR < 0.05. Source data are provided as a Source Data file.

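For the 11 mitochondrial ribosomal protein mRNAs labelled in Fig. 1d, the HA libraries from old oocytes held a median of 2 reads per gene and library (range 0 to 43), and those from young oocytes a median of 222 (range 56 to 1748). In both old HA libraries, 4 of the 11 genes were at or under the floor of 3 reads. The log2 HA differences ranged from -3.34 to -0.54. The log2 TE differences ranged from -5.12 to 0.23, and the smallest adjusted p for TE was 0.739 from limma over all genes. The value above 0 was that of Mrpl45, with 3 and 21 HA reads in old oocytes. Its TE as a plain ratio was lower in old oocytes, at 0.0430 ± 0.0420 against 0.0734 ± 0.00545 (SD, n = 2 each). The sign for Mrpl45 thus depends on the pseudocount of 1 CPM. With the adjustment over these 11 genes alone, 9 had an adjusted p under 0.05 in HA and 1 in TE, but the genes had been picked from these data. In edgeR's likelihood ratio test on the HA reads, 4 of them had an adjusted p under 0.05 and 6 under 0.1. The other 32 genes of the source data had a median log2 TE difference of 0.04, and 16 of them were lower in old oocytes. Among the 11 genes, Mrpl38 (ENSMUSG00000020775.13) had the lowest log2 TE difference on the log2(CPM + 1) scale, with 2 and 4 HA reads in old and 222 and 1748 in young oocytes.

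**Figure D2:**
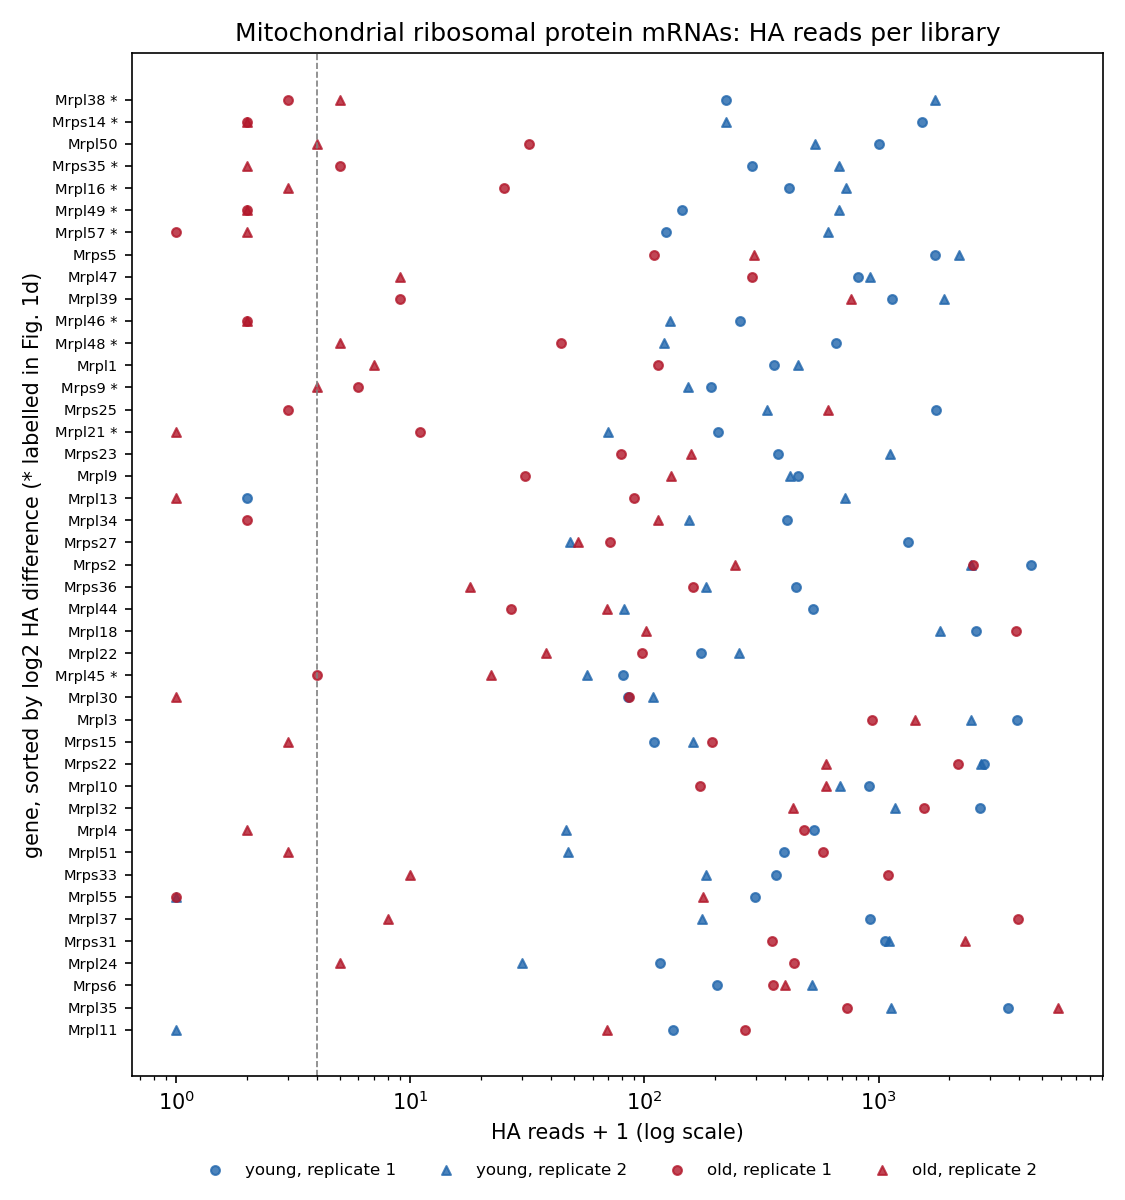
HA reads plus 1 (log scale) of 43 mitochondrial ribosomal protein genes in each of the 4 HA libraries, with genes sorted by their log2 HA difference and the labelled genes of Fig. 1d marked with an asterisk. The dashed line marks the floor of 3 reads, and most points to its left are old libraries.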

### 3’-UTRs of affected transcripts drive defective mRNA translation during maternal aging

For a better characterization of the defects in translation associated with maternal aging, we used a candidate gene approach. To capture the broad changes suggested in the previous aging transcriptome and detected by RNA-Seq, we included the following genes among the candidates analyzed. 

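Tpx2 (ENSMUSG00000027469.16, chromosome 2 of GRCm38, 152847964 to 152895321) was at 213 ± 89.1 CPM (SD, n = 2 pools) in old and 226 ± 76.3 CPM (SD, n = 2) in young input libraries. In the HA libraries it was at 709 ± 189 CPM (SD, n = 2) in old and 296 ± 59.3 CPM (SD, n = 2) in young oocytes, and both old values lay above both young values. The log2 HA difference was 1.24 (standard error 0.43), which did not pass the threshold (adjusted p = 0.299 from limma). The Tpx2 HA log2 old vs young was 0.58 after quantile normalization, 0.61 with libraries rescaled to the same sum and 0.84 with the median log2 ratio. TE was 3.44 ± 0.551 (SD, n = 2) in old and 1.34 ± 0.191 (SD, n = 2) in young oocytes, a log2 difference of 1.35 (adjusted p = 0.739 from limma).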

TPX2 was used as a control, not being significantly different in the aging transcriptome and in our RNA-Seq. 

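Nlrp5 (ENSMUSG00000015721.18, chromosome 7, 23385889 to 23441922) was at 2065 ± 450 CPM (SD, n = 2) in old and 1136 ± 19.2 CPM (SD, n = 2) in young HA libraries. The log2 HA difference of 0.84 (standard error 0.35) did not pass the threshold (adjusted p = 0.335 from limma). The Nlrp5 HA log2 old vs young was 0.05 after quantile normalization, 0.20 with libraries rescaled to the same sum and 0.43 with the median log2 ratio. Input went the other way, with 871 ± 40.7 CPM (SD, n = 2) in old and 1071 ± 96.5 CPM (SD, n = 2) in young oocytes. TE was 2.36 ± 0.406 (SD, n = 2) in old and 1.06 ± 0.0780 (SD, n = 2) in young oocytes.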

NLRP5 (MATER), a component of the subcortical maternal complex^38^ for which an increase was detected in the RNA-Seq and in the aging transcriptome, was used as a prototypic upregulated mRNA during aging. 

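Golph3 (ENSMUSG00000022200.7, chromosome 15, 12321450 to 12351591) was at 65.8 ± 38.2 CPM (SD, n = 2) in old and 158 ± 37.7 CPM (SD, n = 2) in young HA libraries, a log2 difference of -1.36 (standard error 0.69, adjusted p = 0.440 from limma). Its input level was 399 ± 36.2 CPM (SD, n = 2) in old and 238 ± 49.9 CPM (SD, n = 2) in young oocytes. TE of Golph3 was 0.161 ± 0.0812 (SD, n = 2) in old and 0.660 ± 0.0200 (SD, n = 2) in young oocytes, a log2 difference of -2.11 (standard error 0.67, adjusted p = 0.739 from limma). Thumpd1 (ENSMUSG00000030942.8, chromosome 7, 119715093 to 119720798) was higher in both old than in both young HA libraries, at 313 ± 8.52 CPM (SD, n = 2) and 188 ± 19.6 CPM (SD, n = 2), a log2 difference of 0.74 (standard error 0.45, adjusted p = 0.553 from limma). The Thumpd1 HA log2 old vs young was 0.14 after quantile normalization, 0.10 with libraries rescaled to the same sum and 0.33 with the median log2 ratio. Its input level was lower in old oocytes, at 73.7 ± 5.83 CPM (SD, n = 2) against 110.4 ± 2.33 CPM (SD, n = 2). TE of Thumpd1 was 4.26 ± 0.453 (SD, n = 2) in old and 1.70 ± 0.142 (SD, n = 2) in young oocytes, higher in both old pools. The log2 TE difference was 1.32 (standard error 0.65, adjusted p = 0.739 from limma).

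**Figure D3:**
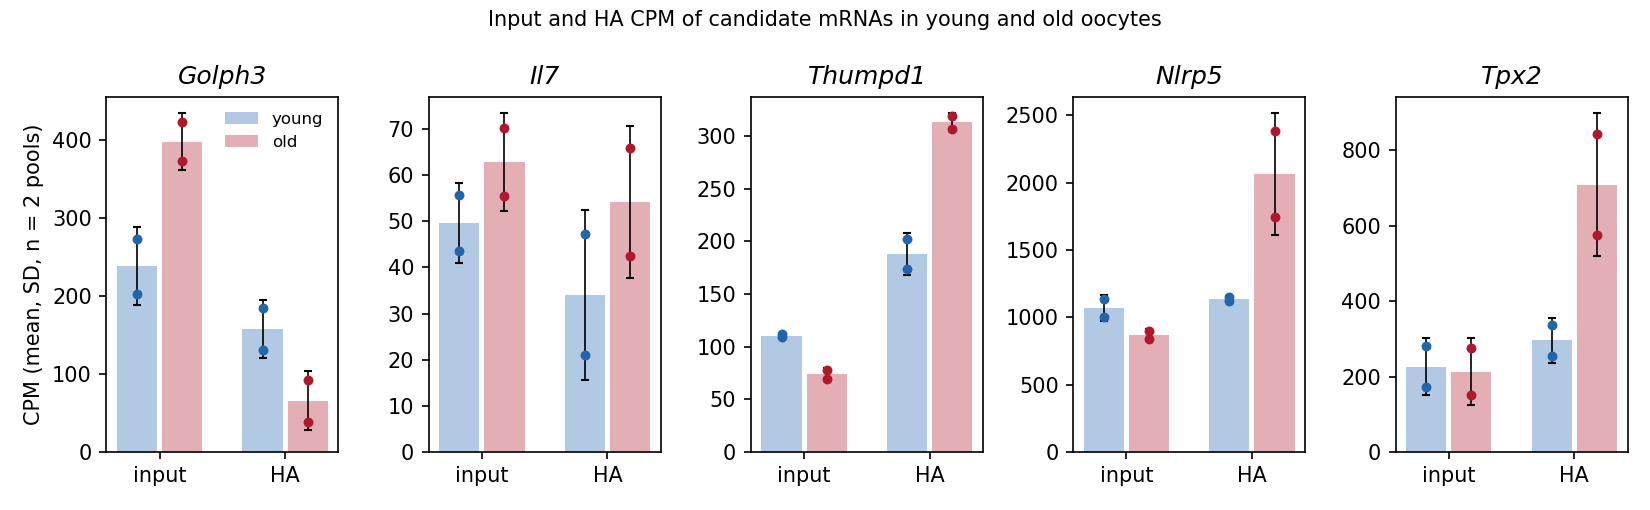
CPM in input and HA libraries of young and old oocytes for 5 candidate mRNAs. Bars are means, error bars are SD and points are the 2 pools per age; in HA, Golph3 is lower in both old pools and Thumpd1, Nlrp5 and Tpx2 are higher in both.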

*Golph3*, *Il7*, and *Thumpd1* were used as representative downregulated mRNAs, with a decrease detected in one or both datasets. GOLPH3 is a component of the Golgi apparatus, an organelle undergoing major restructuring during oocyte maturation^39^. THUMPD1 encodes an RNA-binding protein involved in the acetylation of RNA and ribosome biogenesis^40^. We have previously shown that translation of IL7 mRNA and protein secretion increase during oocyte maturation, and its accumulation in follicular fluid (FF) of in vitro fertilization (IVF) patients correlates with oocyte maturation and egg quality^41^. 

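Il7 (ENSMUSG00000040329.14, chromosome 3, 7569994 to 7613760) was at 65.8 and 42.6 CPM in the 2 old and at 21.0 and 47.1 CPM in the 2 young HA libraries. The log2 difference of 0.73 was smaller than its standard error of 0.90 (adjusted p = 0.826 from limma). In input, Il7 was at 62.8 ± 10.5 CPM (SD, n = 2) in old and 49.7 ± 8.66 CPM (SD, n = 2) in young oocytes.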

Given this correlation between IL7 secretion and oocyte quality, we included this candidate because it is significantly decreased in the aging transcriptome, even though no changes in translation were detected for this mRNA in the RNA-Seq dataset.

Reporters were generated by fusing the enhanced YFP fluorescent protein to the 3’-UTR of *Tpx2*, *Nlrp5*, *Golph3*, *Il7* or *Thumpd1* mRNAs. After in vitro translation, these construct mRNAs were injected together with an mCherry mRNA in denuded oocytes from young and old mice, and the rate of translation was monitored by time-lapse microscopy throughout maturation (Fig. 2a). Used as a loading control, mCherry signal was comparable for all reporters between young and old oocytes (Supplementary Fig. 5). Translation pattern can be divided into three main categories. In addition to a pattern of constitutive translation, mRNAs undergo decreased translation during oocyte maturation as *Nlrp5*, while activated translation is observed for another group, including *Il7*, *Thumpd1*, and *Golph3*. Supplementary Fig. 6 highlights two opposing patterns of ribosome loading during maturation and YFP accumulation in oocytes maintained in GV or during in vitro maturation. *Nlrp5* translation in young oocytes progressively decreased to a plateau (Supplementary Fig. 6c and Fig. 2d), reflecting repression of translation, a finding consistent with ribosome loading (Supplementary Figs. 1c and 6a). However, in old oocytes the rate of translation of this reporter was initially comparable in the two groups but, with time, it did not plateau as in young oocytes (Fig. 2d). This suggests that translation in old oocytes is not correctly repressed, a finding consistent with the data from the aging transcriptome and ribosome loading. The YFP accumulation driven by the *Golph3*, *Il7*, and *Thumpd1* 3’-UTR underwent activation about 3 h after GVBD and continued to increase thereafter (Supplementary Fig. 6d and Fig. 2f, h, j), findings again consistent with the ribosome loading (see supplementary Figs. 1c and 6b). However, a decreased accumulation of the reporter was detected in old oocytes for all three 3'-UTRs. To quantify differences in reporter translation, the rate of accumulation was calculated for each injected oocyte using curve fitting^42^. Using this approach, the translation rate of *Golph3*, *Il7,* and *Thumpd1* is significantly decreased in old oocytes compared to young (Fig. 2g, i, k), while the translation of *Nlrp5* is significantly increased in old oocytes (Fig. 2e). No difference in translation was detected in *Tpx2* (Fig. 2b, c), confirming that altered translation is not a generalized phenomenon. Therefore, the increased, decreased, or unchanged accumulation of these reporters is consistent with the apparent changes in the aging transcriptome and with our ribosome loading data.

**Fig. 2:**
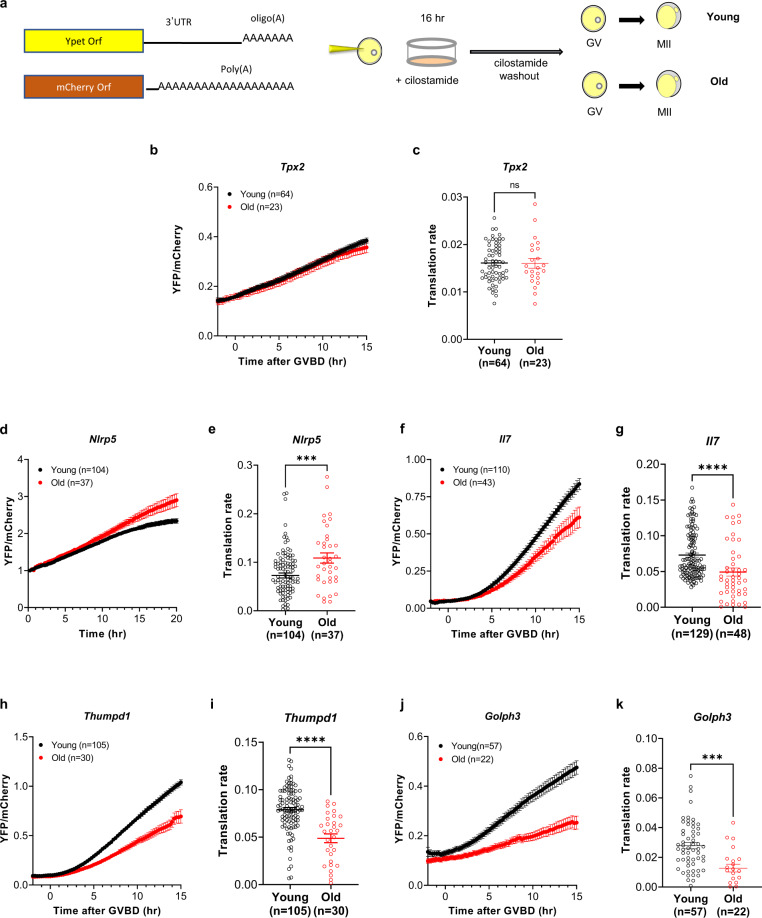
Complex alterations in translation are detected in old oocytes compared to young oocytes. **a** Scheme of YFP reporter assay. GV oocytes from young and old mice were injected with 12.5 ng/μl polyadenylated mCherry and 12.5 ng/μl of oligoadenylated YFP reporters, including *Tpx2, Nlrp5, Il7, Thumpd1,* and *Golph3* 3’-UTR. After overnight pre-incubation, oocytes were released in cilostamide-free medium, and YFP and mCherry signals were recorded by time-lapse microscopy every 15 min for 20 h during maturation. The YFP signals were normalized by the level of mCherry signals. **b**, **d**, **f**, **h**, **j** The ratio of YFP/mCherry signal for each oocyte was plotted according to the incubation time (**d**) or with time of GVBD set as 0 time (**b**, **f**, **h**, **j**). **c**, **e**, **g**, **i**, **k** Translation rates were calculated for each oocyte by linear regression of the reporter data between 5 and 10 h (**b**, **j**), between 7 and 12 h after GVBD (**f**, **h**), or between 15 and 20 h after incubation time (**d**). Experiments were repeated three times with different batches of oocytes from different cohorts of aging mice and the data are shown as the mean $$\pm$$ SEM. Two-tailed unpaired Student’s *t* tests were used to evaluate statistical significance, ns not significant, **e** ***P = 0.0008, **g** ****P < 0.0001, **h** ****P < 0.0001, **k** ***P = 0.0002. Source data are provided as a Source Data file.

Given our previous finding that translation in oocytes is sensitive to the presence of surrounding cumulus cells^17^, we then tested whether translation under these more physiological conditions were altered in old oocytes. When oocytes are still surrounded by the cumulus cells, they are difficult to monitor via time-lapse microscopy due to movement as the cumulus expands. Therefore, we used Renilla luciferase (RL) reporters fused with the 3’-UTR of target mRNA injected together with firefly luciferase (FL) into oocytes while still surrounded by cumulus cells (COCs) (Supplementary Fig. 7a). At the end of the incubation, oocytes were denuded, lysed, and used for luciferase assay. In all cases, the translation of reporters was increased from GV to MII (Supplementary Fig. 7b–d). In agreement with the denuded oocyte data, translation of *Il7* and *Thumpd1* was again significantly decreased in old MII oocytes compared with young MII oocytes (Supplementary Fig. 7c, d), whereas no difference in *Tpx2* translation was detected (Supplementary Fig. 7b). Thus, maintaining somatic/germ cell interaction does not rescue the defective translation.

### Endogenous polyadenylation of mRNAs is decreased in old oocytes

In oocytes, activation of translation is dependent on the elongation of the poly(A) tail of an mRNA. To assess this property, we compared the polyadenylation state of the endogenous *Tpx2*, *Il7*, and *Thumpd1* mRNAs in young and old oocytes using a strategy where qPCR signals from cDNA synthesized by either oligo(-dT) or random priming are compared. This is a widely employed assay when there are a limited number of cells available^43^. As reported in Fig. 3a–c, the three transcripts show an apparent increase in MII versus GV with oligo(-dT) priming, whereas no significant changes were observed with random priming. This is consistent with the hypothesis that the polyadenylation of the three transcripts increases during oocyte maturation. More importantly, when comparing young and old oocytes, the signals from oligo(-dT) priming were significantly decreased for both *Il7* and *Thumpd1* mRNAs (Fig. 3b, c), whereas *Tpx2* polyadenylation was again unchanged (Fig. 3a). These data indicate that endogenous polyadenylation is defective in old oocytes, a finding consistent with the decreased translation detected with the reporter assays. To extend the correlation oligo(-dT)/random priming to additional mRNAs, we compared the deposited MII data obtained with oligo(-dT) priming and our random priming dataset. The ratio of oligo(-dT)/random priming is comparable in young and old MII samples for most of the genes. However, significant differences in the ratio were detected for a subgroup of transcripts. These include the transcripts coding for *Il7, Thumpd1, Golph3*, and *Nlrp5*. Also, changes were detected for *Cpeb1* and *Ccnb1* (see below), while no differences in the ratio were observed for *Tpx2* and *Ccnb2* (Fig. 3d). Thus, these altered ratios are consistent with defective mRNA polyadenylation during aging.

**Fig. 3:**
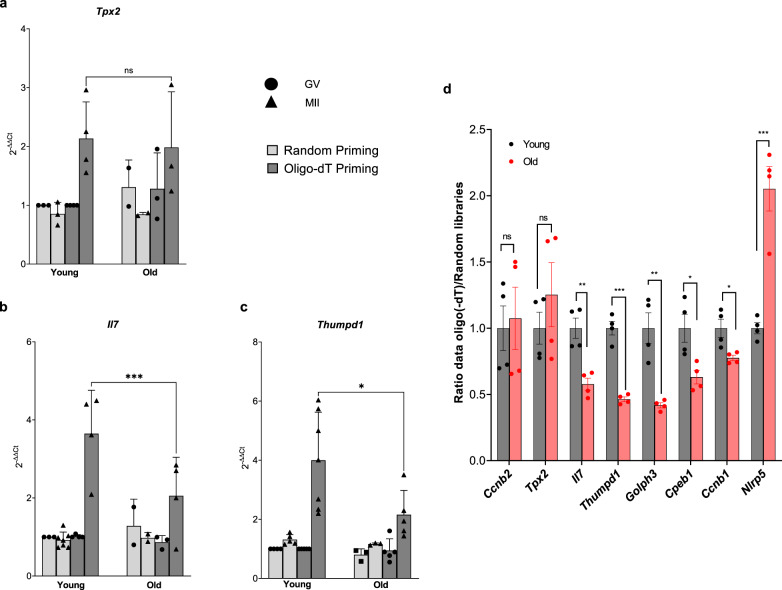
Endogenous mRNA Polyadenylations are altered with maternal aging. **a**–**c** RNA of GV or MII oocytes from young or old mice was reverse-transcribed using random hexamer or oligo(-dT) primers, and quantitative PCR was performed with gene-specific primers. Data are normalized by the average expression of *Dppa3*, *Rpl19*, *ActB*, and *Eif4a1* as detailed in “Methods”. **a** *n* = 3 (GV young random), 3 (MII young random), 4 (GV young oligo(-dT)), 4 (MII young oligo(-dT)), 2 (GV old random), 2 (MII old random), 3 (GV old oligo(-dT)), 3 (MII old oligo(-dT)) biologically independent samples are used. **b** *n* = 3 (GV young random), 7 (MII young random), 4 (GV young oligo(-dT)), 4 (MII young oligo(-dT)), 2 (GV old random), 2 (MII old random), 3 (GV old oligo(-dT)), 4 (MII old oligo(-dT)) biologically independent samples are used. **c** *n* = 4 (GV young random), 5 (MII young random), 5 (GV young oligo(-dT)), and 7 (MII young oligo(-dT)), 3 (GV old random), 3 (MII old random), 5 (GV old oligo(-dT)), 5 (MII old oligo(-dT)) biologically independent samples are used. The data are shown as the mean $$\pm$$ SD. Two-tailed paired Student’s *t* tests were used to evaluate statistical significance, ns not significant, *P = 0.029, ***P = 0.0003. **d** The ratio of data from oligo(-dT)^24^ and random primed RNA-Seq libraries between young and old oocytes is reported. Four biologically independent oligo(-dT) samples and two biologically independent random primed samples are used. The data are shown as the mean $$\pm$$ SD. A significantly decreased ratio is detected for *Il7*, *Thumpd1*, *Ccnb1*, *Golph3*, and *Cpeb1* mRNAs. Conversely, putative changes polyadenylation of *Ccnb2* and *Tpx2* mRNAs is not affected. Two-tailed multiple unpaired *t* tests were used to evaluate statistical significance, ns not significant, **P = 0.0032 for *Il7*, ***P = 0.000061 for *Thumpd1*, **P = 0.0025 for *Golph3*, *P = 0.019 for *Cpeb1*, *P = 0020 for *Ccnb1*, ***P = 0.00087 for *Nlrp5*. Source data are provided as a Source Data file.

### Translation of CPEB1 is decreased in old oocytes

Polyadenylation of mRNAs and their translation during oocyte maturation, in large part, depends on the function of the RNA-binding protein (RBP) CPEB1^20^. This RBP interacts with *cis*-acting elements located in the 3’-UTR of an mRNA and assembles a complex that promotes adenylation. 

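The longest annotated 3'-UTR of each gene (GENCODE release M21, GRCm38) was searched for the canonical CPE motifs TTTTAT and TTTTAAT. The Il7 3'-UTR of 3846 bases held 7 such motifs, that of Thumpd1 (1579 bases) held 2 and that of Golph3 (2256 bases) held 8. The last motif lay 877 bases from the 3' end in Il7, 426 bases in Thumpd1 and 370 bases in Golph3. The Nlrp5 3'-UTR of 1111 bases held 0, also with a wider motif list. Tpx2 (1630 bases) held 2 and Ccnb1 (1028 bases) held 4. The paper's listed reporter sequences of Nlrp5, Thumpd1 and Golph3 began at bases 1003, 911 and 458 of these 3'-UTRs. Those of Il7, Tpx2 and Ccnb1 began at base 1. The motif counts here need not be those of the reporters.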

Putative CPEs were identified in *Il7, Thumpd1*, and *Golph3* mRNAs, but not in *Nlrp5* mRNAs. Moreover, RNA-IP with CPEB1 antibodies conclusively confirms specific CPEB1-binding to endogenous *Il7, Thumpd1*, and *Golph3* mRNAs in the oocyte (Supplementary Fig. 8). Therefore, we hypothesized that a defective function of CPEB1 may be a cause of decreased polyadenylation and translation of these mRNAs in aging oocytes. Indeed, the RiboTag IP/RNA-Seq data indicate that, although not reaching statistical significance, the translation efficiency (TE)^44^, defined as the ratio between ribosome-bound and total mRNA levels, for the *Cpeb1* mRNA is decreased ~50% in oocytes during maternal aging, whereas total mRNA levels are comparable between young and old oocytes (Fig. 4a). 

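Cpeb1 (ENSMUSG00000025586.17, chromosome 7 of GRCm38, 81347026 to 81455465) had a TE of 0.723 and 0.635 in the 2 old pools and of 1.64 and 1.25 in the 2 young pools. The means were 0.679 ± 0.0624 (SD, n = 2) and 1.44 ± 0.276 (SD, n = 2), a decrease of 53.0%. The log2 TE difference was -1.07 (standard error 0.56, adjusted p = 0.739 from limma). Of the 8537 genes in both tables, 27.2% had a log2 TE difference as low or lower. The decrease moved most when each library was rescaled to the same sum, to 65.1%, and lay between 45.6% and 58.6% with each pool left out in turn.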

To confirm this observation, we performed RiboTag IP/qPCR using ovary extracts from young and old mice. Since the Cre recombinase in the RiboTag mouse is driven by the ZP3 promoter, the RiboTag IP of total ovary extract probes only translation in oocytes from secondary to antral follicles. Using this approach, total *Cpeb1* mRNA (input) did not differ between young and old ovaries (Fig. 4b); however, ribosome-bound mRNA was significantly decreased in ovaries from old mice (Fig. 4c) (*P* < 0.01). Decreased translation of the *Cpeb1* mRNA was further confirmed by a western blot of oocytes from young and old mice. CPEB1 protein levels are significantly decreased by ~50% in old oocytes compared to young (Fig. 4d, e). Of note, an “apparent” and significant decrease in CPEB1 levels is found in old oocytes with the aging transcriptome (Supplementary Fig. 1d) as well as an apparent decrease in polyadenylation (Fig. 3d). These results suggest that the decrease in CPEB1 protein expression in old oocytes is due to decreased translation throughout the growing follicle stages as well as during maturation.

**Fig. 4:**
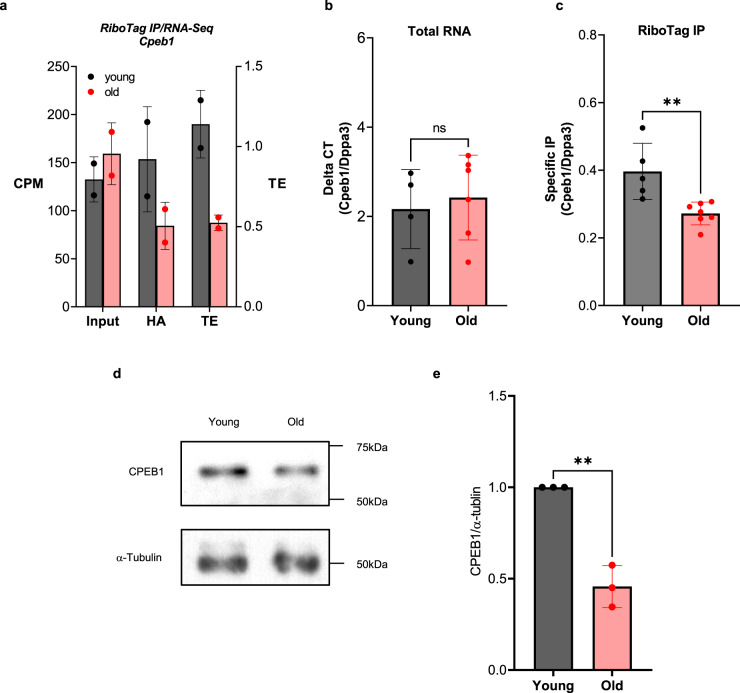
Translation of CPEB1 mRNA and protein is decreased in old oocytes. **a** MII oocytes were collected from young and old *RiboTag*^*F/F*^*;Zp3-Cre* mice and RiboTag IP followed by RNA-Seq was performed as described in “Methods”. The average CPM for total transcripts (Input) and ribosome loading of transcripts (HA) are reported. TE was calculated as the ratio between ribosome-associated and total mRNA CPM. Two independent biological samples were used in this analysis. **b**, **c** Ovaries were collected from young and old *RiboTag*^*F/F*^*;Zp3-Cre* mice and RiboTag IP followed by RT-qPCR was performed as described in “Methods”. *Dppa3* was used as a reference gene. Input data (**b**) and ribosome-loading mRNA (**c**) are reported. **b** *n* = 4 (young), 6 (old) biologically independent samples are used. **c** *n* = 5 (young), 7 (old) biologically independent samples are used. RT-qPCR reactions were run in triplicate. The bars represent the mean ± SD. Two-tailed unpaired Student’s *t* tests were used to evaluate statistical significance, ns not significant, **P = 0.0048. **d**, **e** CPEB1 protein expression in GV oocytes from young and old mice. Accumulation of α-tubulin was used as a control. Oocytes were lysed in sample buffer and used for western blot analysis. Twenty-five oocytes per lane were loaded for the experiment. A representative of three experiments is reported. A graph shows quantification of a western blot on three independent biological replicates. The data are reported as the mean $$\pm$$ SD. CPEB1/α-tubulin ratios were expressed as fold changes over young controls. Two-tailed unpaired Student’s *t* tests were used to evaluate statistical significance, **P = 0.0012. Source data are provided as a Source Data file.

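In the input libraries, Cpeb1 was at 317 and 239 CPM in the 2 old and at 258 and 201 CPM in the 2 young pools. The log2 input difference of 0.27 was within its standard error of 0.30 (adjusted p = 0.927 from limma). In the HA libraries, Cpeb1 was at 229 and 151 CPM in the old and at 423 and 251 CPM in the young pools, a log2 difference of -0.80 (standard error 0.51, adjusted p = 0.583 from limma).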

### An accelerated meiosis reentry in old oocytes is driven by increased Ccnb1 translation

CPEB1 is a critical RBP with complex functions during oocyte development. It is also considered a major regulator of progression through the meiotic cell cycle, given its role in the regulation of translation of critical cell cycle regulators, including cyclins. If aging were associated with a dysfunction in CPEB1, then an altered translation pattern of the prototypic CPEB1 target *Ccnb1* would be expected. This possibility was verified by injection of a reporter driven by the 3’-UTR of *Ccnb1* in oocytes from young and old mice and probing its rate of translation during GV stage. In fully grown GV oocytes, CPEB1 functions as a repressor of translation. Indeed, we found that the rate of translation of the *Ccnb1* reporter is increased in GV oocytes from old mice as compared to those from young mice (Fig. 5a, b). As a negative control, we used the translation of another cyclin, *Ccnb2*, which we have shown not to be repressed by CPEB1 in GV oocytes^15,45^. No differences in the *Ccnb2* reporter signal were observed between young and old GV oocytes (Fig. 5c, d). Given the fact that CCNB1 functions as a regulatory subunit of CDK1, the master regulator of meiosis progression, we tested whether a dysfunction in CPEB1 associated with aging would have any effects on the timing of meiotic cell cycle progression. We incubated oocytes in a maturation medium and recorded the time of GVBD using time-lapse microscopy every 15 min. Under these conditions, reentry into meiosis is significantly accelerated by ~15 min in old oocytes (Fig. 6a). To verify a premature activation of CDK1, oocyte extracts were incubated with a CDK1 substrate protein phosphatase 1 (GST-PP1) peptide, and phosphorylation was measured by phospho-specific antibodies (pT320-PP1)^46–48^. Considering that the maximum difference in GVBD time between young and old oocytes is 60 min after incubation (Fig. 6a) and CDK1 activation occurs before GVBD, we examined CDK1 activity in young and old oocytes after 45 min of removal of the PDE inhibitor. CDK1 activity was significantly increased in old compared with young oocytes (Fig. 6c, d). These results indicate that a loss in translational repression by CPEB1 during Prophase I causes an increased accumulation of CCNB1, therefore affecting the threshold levels of CDK1 activity as well as the timing of meiotic reentry.

**Fig. 5:**
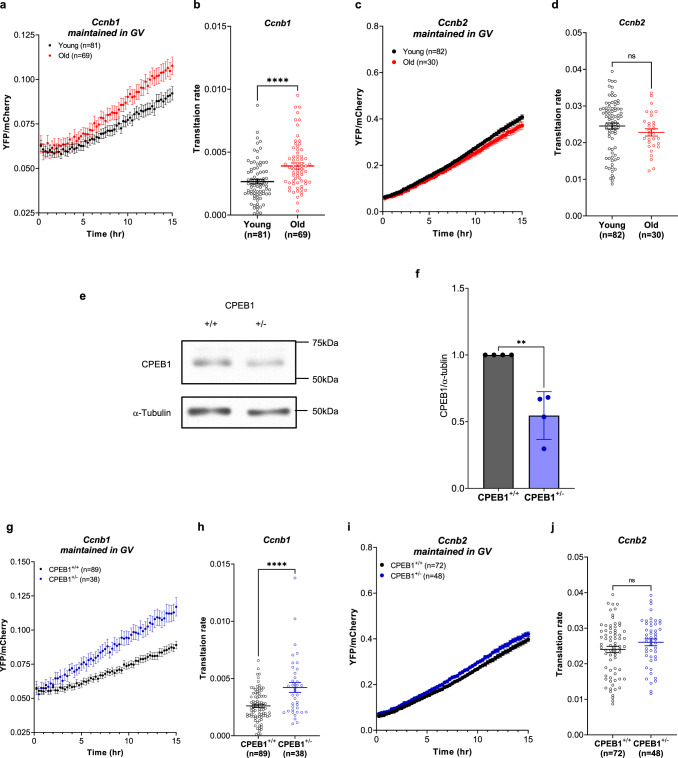
Decreased CPEB1 expression de-represses Ccnb1 translation during the GV stage. **a**–**d, g**–**j** GV oocytes from young and old mice (**a**–**d**) or *Cpeb1*^*+/+*^*;Zp3Cre* mice (CPEB1^+/+^ oocytes) and *Cpeb1*^*fl/+*^*;Zp3Cre* mice (CPEB1^+/−^ oocytes) (**g**–**j**) were injected with polyadenylated mCherry and *YFP-Ccnb1* 3’-UTR (**a**, **b**, **g**, **h**) or *YFP-Ccnb2* 3-’UTR (**c**, **d**, **i**, **j**). After 3 h of pre-incubation, oocytes were maintained in GV stage with cilostamide treatment. YFP and mCherry signals were recorded by time-lapse microscopy every 15 min for 15 h. The YFP signals were normalized by the level of mCherry signals. **a**, **c**, **g**, **i** YFP/mCherry signal in each oocyte was plotted depending on the incubation time. **b**, **d**, **h**, **j** Translation rate was calculated for each oocyte by linear regression of the reporter data between 3 and 13 h. Experiments were repeated three times and the data are shown as the mean $$\pm$$ SEM. Two-tailed unpaired Student’s *t* tests were used to evaluate statistical significance, ns not significant, ****P < 0.0001. **e**, **f** CPEB1 protein expression in CPEB1^+/+^ GV oocytes and CPEB1^+/−^ GV oocytes. Accumulation of α-tubulin was used as a control. Oocytes were lysed in sample buffer and used for western blot analysis with 30 oocytes per lane loaded for the experiment. **e** A representative of four experiments is reported. **f** A graph shows the quantification of four independent western blot analyses. The bar represents mean $$\pm$$ SD. CPEB1/α-tubulin ratios were expressed as fold changes over CPEB1^+/+^ oocytes. Two-tailed unpaired Student’s *t* tests were used to evaluate statistical significance, **P = 0.0023. Source data are provided as a Source Data file.

**Fig. 6:**
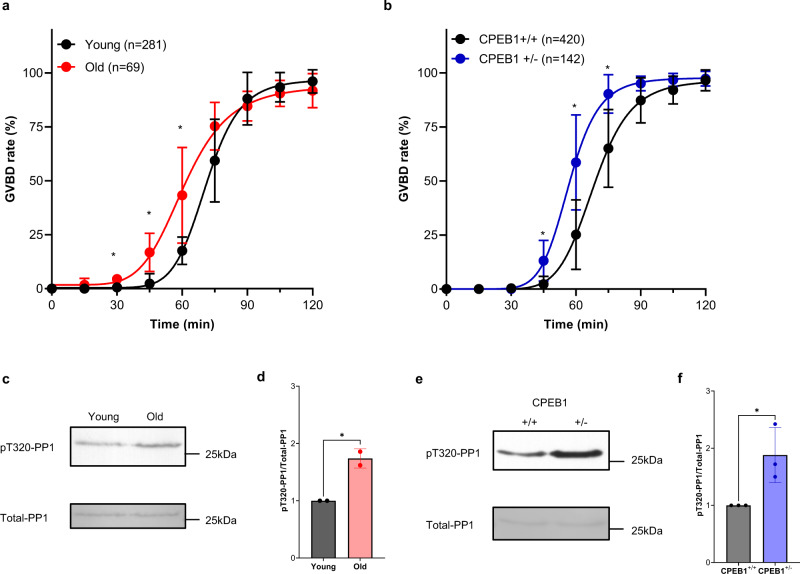
Decreased CPEB1 expression accelerates meiosis reentry. **a**, **b** GV oocytes from young and old mice (**a**), or GV oocytes from *Cpeb1*^*+/+*^*;Zp3Cre* mice (CPEB1^+/+^ oocytes) and *Cpeb1*^*fl/+*^*;Zp3Cre* mice (CPEB1^+/−^ oocytes) (**b**) were incubated with cilostamide-free medium and brightfield images were captured every 15 min. The cumulative GVBD times were plotted. Experiments were repeated at least three times, and the data are shown as the mean $$\pm$$ SD. Two-tailed multiple unpaired Student’s *t* tests were used to evaluate statistical significance at each time point. **a** *P* = 0.00032 for 30 min, *P* = 0.0076 for 45 min, *P* = 0.016 for 60 min. **b** *P* = 0.0036 for 45 min, *P* = 0.0051 for 60 min, *P* = 0.019 for 75 min. **c**–**f** CDK1 activity were measured using Kinase assays. Young and old GV oocytes (**c**, **d**), or CPEB1^+/+^ and CPEB1^+/−^ GV oocytes (**e**, **f**) were incubated with cilostamide-free medium for 45 min. After oocytes were lysed by freezing and thawing, oocytes were incubated with GST-PP1 fragment as a substrate for 30 min. Oocytes were lysed in a sample buffer and used for western blot analysis. T320 PP1 phosphorylation was detected by a phospho-specific antibody (pT320-PP1). The level of total substrate loaded was evaluated by Ponceau S staining (Total PP1). Ten oocytes per lane were loaded for the experiment. **c**, **e** A representative of experiments is reported. **d**, **f** A graph shows the quantification of two or three independent western blot analyses. The data are shown as the mean $$\pm$$ SD. pT320-PP1/ total PP1 ratios were expressed as fold changes over young controls. Two-tailed unpaired Student’s *t* tests were used to evaluate statistical significance, **d** *P = 0.025, **f** *P = 0.033. Source data are provided as a Source Data file.

### Haploinsufficiency of CPEB1 in young mice recapitulates the translation and meiotic reentry phenotype of old oocytes

To test if haploinsufficiency of CPEB1 recapitulates the phenotypes associated with oocyte aging, we used conditional CPEB1 heterozygous (*Cpeb1*^fl/+^;*Zp3-Cre*) mice. Western blotting detected a 50% decrease in CPEB1 protein in young CPEB1^+/−^ oocytes in GV state (Fig. 5e, f). This decrease in CPEB1 expression is comparable to that observed in old mice (Fig. 4d, e). To examine whether this partial loss of CPEB1 in young oocytes recapitulates the phenotypes associated with aging, we examined translation rate of *Ccnb1*, GVBD time, and CDK1 activity in this quiescent state. These measurements in CPEB1^+/−^ oocytes show that the rate of translation of the *Ccnb1* reporter is increased in GV oocytes (Fig. 5g, h), whereas no differences were observed with the *Ccnb2* reporter (Fig. 5i, j). Accelerated GVBD time and increased CDK1 activity were also observed in CPEB1^+/−^ oocytes (Fig. 6b, e, f). Although differences are not major, a clear gene dosage-dependent effect was observed when comparing heterozygous and homozygous null for the *Cpeb1* locus (Supplementary Fig. 9a). Thus, genetic manipulation of CPEB1 levels in young oocytes completely recapitulates all the phenotypes that we have described in old oocytes.

### CPEB1 decreased function in old oocytes is rescued by injection of Cpeb1 mRNA

If de-repression of *Ccnb1* translation in GV oocytes were due exclusively to the decreased *Cpeb1* levels detected in old oocytes, increasing the accumulation of CPEB1 protein should rescue this translation phenotype. To test this possibility, GV oocytes were injected with in vitro-translated *Cpeb1* mRNA together with the *Ccnb1* reporter, and the accumulation of YFP was measured. Control experiments where CPEB1 protein levels were measured by western blot indicated an increase in CPEB1 protein levels up to twofold compared to control (Fig. 7a, b). Under these conditions, the increase in accumulation of the *Ccnb1* reporter in old oocytes was reversed by co-injection with the *Cpeb1* mRNA. The rate of translation in these co-injected oocytes was identical to young controls and significantly decreased when compared to old controls (Fig. 7c). Similar rescue of the de-repression was observed when young CPEB1 heterozygous oocytes were injected with reporter and *Cpeb1* mRNA (Fig. 7d).

**Fig. 7:**
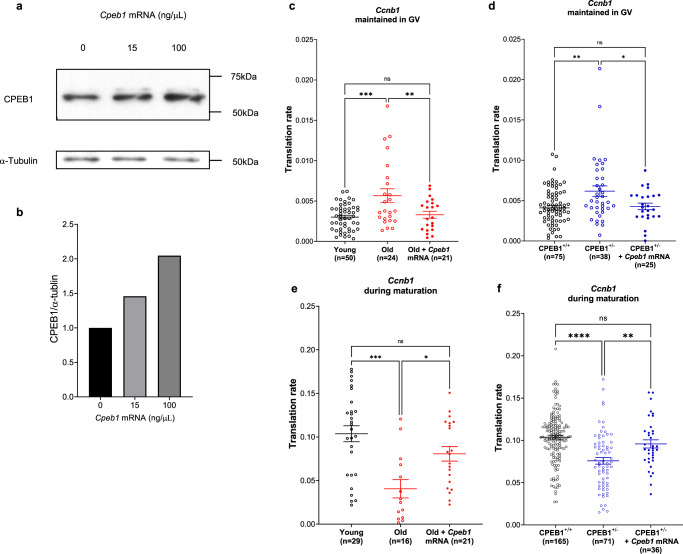
CPEB1 decreased function in old oocytes can be rescued by injection of Cpeb1 mRNA. **a**, **b** CPEB1 protein expression in GV oocytes injected with *Cpeb1* mRNA at different concentrations. Accumulation of the endogenous α-tubulin was used as a control. Oocytes were lysed in a sample buffer and used for western blot analysis. In total, 30 oocytes per lane were loaded for the experiment. **b** A graph shows quantification of a single western blot analysis. CPEB1/α-tubulin ratios were expressed as fold changes over control. **c**–**f** GV oocytes from young and old mice, or *Cpeb1*^*+/+*^*;Zp3Cre* mice (CPEB1^+/+^ oocytes) and *Cpeb1*^*fl/+*^*;Zp3Cre* mice (CPEB1^+/−^ oocytes) were injected with polyadenylated mCherry, *YFP-Ccnb1* 3’-UTR, and *Cpeb1* mRNA (100 ng/μl). After overnight pre-incubation, oocytes were maintained in GV stage with cilostamide treatment (**c**, **d**), or released in the cilostamide-free medium for maturation (**e**, **f**). YFP and mCherry signals were recorded by time-lapse microscopy every 15 min for 20 h. The YFP signals were normalized by the level of mCherry signals. The translation rate was calculated for each oocyte by linear regression of the reporter data. Experiments were repeated three times and the data are shown as the mean $$\pm$$ SEM. One-way ANOVA were used to evaluate statistical significance, ns not significant, **c** **P = 0.0076, ***P = 0.0002, **d** *P = 0.034, **P = 0.0015, **e** *P = 0.025, ***P = 0.0001, **f** **P = 0.0048, ****P < 0.0001. Source data are provided as a Source Data file.

### The effect of decreased CPEB1 level on translation during oocyte maturation and fertility

Upon reentry into meiosis, CPEB1 switches its function from repressor to activator of translation. We tested whether translation of *Ccnb1* during maturation is also affected with maternal aging, as we have shown for *Il7, Thumpd1*, and *Golph3* (Fig. 2f–k). The rate of translation of the *Ccnb1* reporter was significantly decreased in old oocytes during maturation (Fig. 8a, e), whereas no differences in *Ccnb2* were observed (Fig. 8b, f). Decreased translation of *Ccnb1* reporter was also detected in young oocytes carrying a CPEB1 haploinsufficiency, with no significant change in *Ccnb2* reporter translation during oocyte maturation (Fig. 8c, d, g, h). In both old oocytes and oocytes with haploinsufficiency, overexpression of *Cpeb1* rescued the decreased *Ccnb1* reporter translation (Fig. 7e, f). Again, there was a *Cpeb1*-gene dosage effect of CPEB1 on the translation of *Ccnb1* reporter (Supplementary Fig. 9b). Translation of *Il7, Thumpd1*, and *Golph3* reporters was also significantly decreased in CPEB1^+/-^ oocytes during maturation (Fig. 9b–d, f–h) while the translation of *Tpx2* was unchanged (Fig. 9a, e). All these results are fully consistent with the result of RNA-IP with CPEB1 antibodies (Supplementary Fig. 8). Thus, dysfunction of CPEB1 during maternal aging affects translation during maturation as well.

**Fig. 8:**
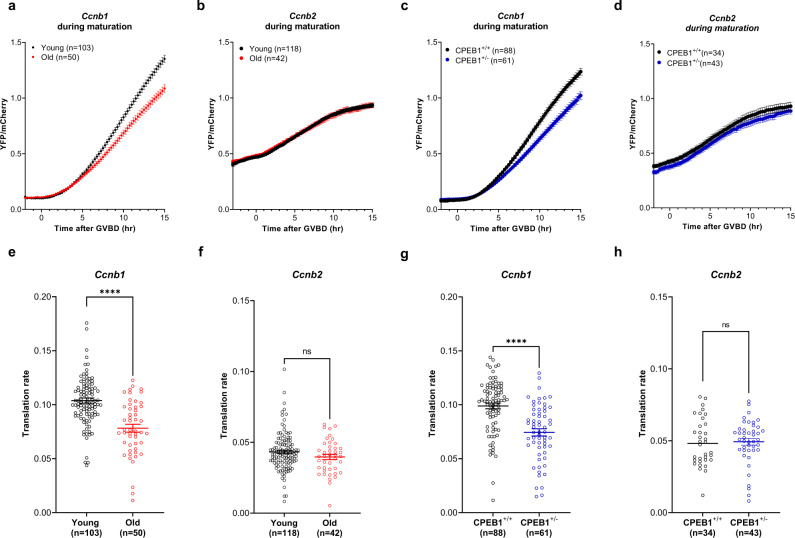
The effect of decreased CPEB1 level on Ccnb1 translation during oocyte maturation. GV oocytes from young and old mice (**a**, **b**, **e**, **f**), or GV oocytes from *Cpeb1*^*+/+*^*;Zp3Cre* mice (CPEB1^+/+^ oocytes) and *Cpeb1*^*fl/+*^*;Zp3Cre* (CPEB1^+/−^ oocytes) (**c**, **d**, **g**, **h**) were injected with 12.5 ng/µl polyadenylated mCherry and 12.5 ng/µl *YFP-Ccnb1* 3’-UTR (**a**, **c**, **e**, **g**) or *YFP-Ccnb2* 3’-UTR (**b**, **d**, **f**, **h**). After pre-incubation overnight, oocytes were released in the cilostamide-free medium for maturation. YFP and mCherry signals were recorded by time-lapse microscopy every 15 min for 20 h. The YFP signals were normalized by the level of mCherry signals. **a**–**d** YFP/mCherry signal in each oocyte was plotted depending on the time of GVBD. **e**–**h** Translation rate was calculated for each oocyte by linear regression of the reporter data between 5 and 10 h (**a**, **c**) or between 3 and 7 h (**b**, **d**). Experiments were repeated three times and the data are shown as the mean $$\pm$$ SEM. Two-tailed unpaired Student’s *t* tests were used to evaluate statistical significance, ns not significant, ****P < 0.0001. Source data are provided as a Source Data file.

**Fig. 9:**
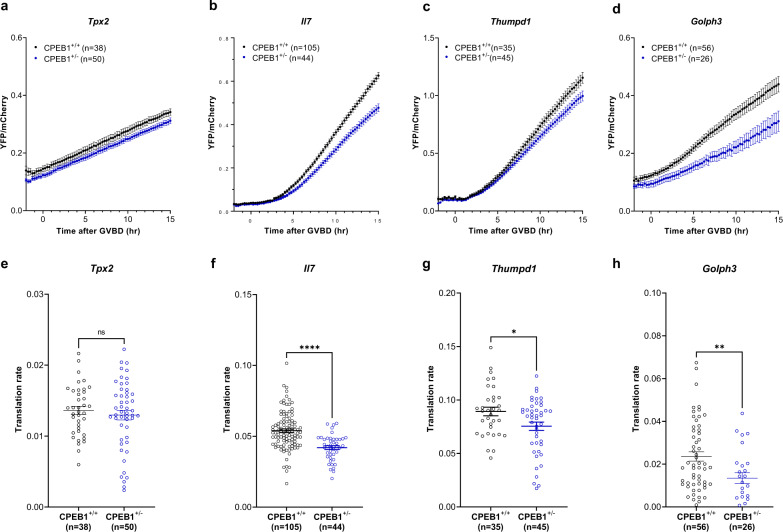
Haploinsufficiency of CPEB1 recapitulates the decreased translation during oocyte maturation. GV oocytes from *Cpeb1*^*+/+*^*;Zp3Cre* mice (CPEB1^+/+^ oocytes) and *Cpeb1*^*fl/+*^*;Zp3Cre* mice (CPEB1^+/−^ oocytes) were injected with polyadenylated mCherry and *YFP-Tpx2* 3’-UTR (**a**, **e**), *YFP-Il7* 3’-UTR (**b**, **f**), *YFP-Thumpd1* 3’-UTR (**c**, **g**), or *YFP-Golph3* 3’-UTR (**d**, **h**). After pre-incubation overnight, oocytes were released in the cilostamide-free medium for maturation. YFP and mCherry signals were recorded by time-lapse microscopy every 15 min for 20 h. The YFP signals were normalized by the level of mCherry signals. **a**–**d** YFP/mCherry signal in each oocyte was plotted depending on the time of GVBD. **e**–**h** Translation rate was calculated for each oocyte by linear regression of the reporter data between 5 and 10 h (**a**, **d**) or between 7 and 12 h after GVBD (**b**, **c**). Experiments were repeated three times and the data are shown as the mean $$\pm$$ SEM. Two-tailed unpaired Student’s *t* tests were used to evaluate statistical significance, ns not significant, *P = 0.017, **P = 0.0070, ****P < 0.0001. Source data are provided as a Source Data file.

We have previously shown that decreased *Ccnb1* translation causes increased aneuploidy rate and infertility^46^. Given that change in timing of meiosis reentry and decreased translation of *Ccnb1* in oocytes causes infertility, we tested whether a partial loss in CPEB1 expression in oocytes may affect fertility by mating CPEB1^+/−^ female mice with wild-type male mice. Conditional CPEB1 knockout after birth in female mice leads to complete infertility^15,49^. Although there was no difference in the number of oocytes retrieved (Fig. 10a), maturation rate, and diameter of oocytes between CPEB1^+/+^ and CPEB1^+/−^ mice (Supplementary Fig. 10a–c), fertility was significantly decreased 3 months after mating (Fig. 10b) and CPEB1^+/−^ mice progressively produced significantly fewer pups compared with CPEB1^+/+^ mice (Fig. 10c). CPEB1^+/−^ mice also show a decrease in the number of pregnancies (Fig. 10d). The age of first pregnancy of CPEB1^+/+^ and CPEB1^+/−^ mice and the body weight of pups were comparable (Supplementary Fig. 10d, e). Thus, *Cpeb1* haploinsufficiency in young mice causes a decrease in oocyte quality and recapitulates some of the phenotypes associated with CPEB1 dysfunction in maternal aging.

**Fig. 10:**
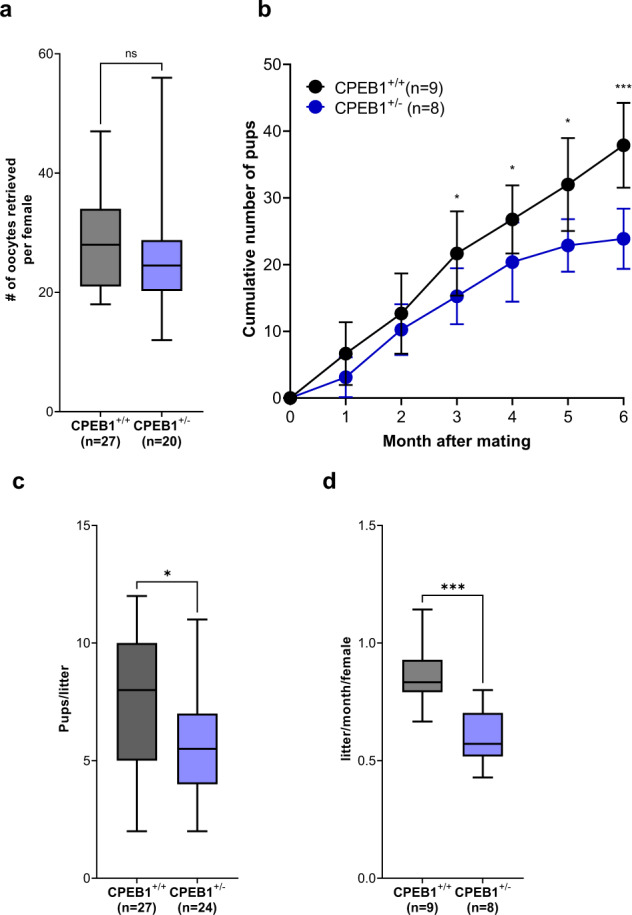
The effect of decreased CPEB1 level on mouse fertility. **a** *Cpeb1*^*+/+*^*;Zp3Cre* mice (CPEB^+/+^ mice) and *Cpeb1*^*fl/+*^*;Zp3Cre* mice (CPEB^+/−^ mice) were primed with PMSG and ovaries were dissected 44 h later. GV oocytes from each pair of ovaries were counted. Data are reported as box and whisker plots. The central line denotes the median value, while the box refers to the 25th to 75th percentiles and whiskers mark minimum and max values. Unpaired Student’s *t* tests were used to evaluate statistical significance, n.s. not significant. **b**–**d** CPEB1^+/+^ and CPEB1^*+/*−^ female mice were mated with WT male mice. Breeding was initiated when mice reached at least 8 weeks of age. **b** Cumulative number of pups per female derived from CPEB1^+/+^ and CPEB1^+/−^ mice was recorded. The data are reported as the mean $$\pm$$ SD. Two-tailed multiple unpaired Student’s *t* tests were used to evaluate statistical significance at each time point. *P = 0.027 for 3 months, *P = 0.030 for 4 months, *P = 0.0052 for 5 months, ***P = 0.00011 for 6 months. **c** The number of pups per litter up to three pregnancies was recorded and data reported as box and whisker plots. The central line denotes the median value, while the box refers to the 25th to 75th percentiles and whiskers mark minimum and max values. The number of litters analyzed is included among brackets. Two-tailed unpaired Student’s *t* tests were used to evaluate statistical significance, *P = 0.030. **d** the frequency of parturition was measured and expressed as a number of litters per month per female. The data are plotted as box and whisker plots. The central line denotes the median value, while the box contains the 25th to 75th percentiles and whiskers mark minimum and max values. Two-tailed unpaired Student’s *t* tests were used to evaluate statistical significance, ***P = 0.0008. Source data are provided as a Source Data file.

## Discussion

Using different complementary approaches, we have determined that maternal aging is associated with a disruption of the mRNA translation program executed during oocyte maturation. Approximately 5% of the mRNAs present in the oocyte are incorrectly translated during maturation. 

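In edgeR's likelihood ratio test on the recovered HA reads, 3.32% of the genes in the HA table had an adjusted p under 0.05, against 0% in limma (14.7% at an unadjusted p under 0.05) and 0% in edgeR's quasi-likelihood test (13.5% unadjusted). The percentage was 5.71% in DESeq2 and 1.03% in the likelihood ratio test on genes with at least 10 CPM in at least 2 libraries, which was chosen after seeing the data.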

Although changes in translation are not profound, we propose that the cumulative effects of inefficient translation and consequently altered proteostasis have an impact on oocyte quality. Mechanistically, we document that translation of the mRNA coding for an RBP critical for translation regulation in the oocyte, CPEB1, is affected, resulting in decreased accumulation of this protein. This, in turn, results in altered translation in oocytes and aberrant progression through the meiotic cell cycle. The association of CPEB1 with these phenotypes detected in old oocytes is recapitulated by a model of haploinsufficiency of CPEB1 where similar reductions in CPEB1 protein are induced in young oocytes. Moreover, increasing CPEB1 levels in old oocytes rescues these translation phenotypes. Therefore, we believe that altered CPEB1 function, likely arising during oocyte growth, is the molecular defect underlying some of the phenotypes associated with decreased oocyte fitness during maternal aging. Together with decreased production of oocytes due to follicle depletion, the altered CPEB1-dependent disruption of de novo protein synthesis may recapitulate the decreased fertility observed with aging.

Our RiboTag IP/RNA-Seq data show an alteration in ribosome loading in old oocytes when compared to young oocytes. Although the power of this analysis was limited by the availability of old oocytes for molecular analysis, our data are internally consistent. For instance, the TE in control young oocytes of this study is highly correlated to that measured in other datasets we have generated^14,15^, as well as the RNA-Seq data on translation reported by others^50^. Comparison between our data and the translatome of Pan et al^24^. shows consistent effects on some genes. Moreover, GO analysis predicts a highly significant disruption in the translation of components necessary for mitochondrion biogenesis/function. Defective mitochondrion function is a hallmarck of aging^37^, and altered translation of mitochondrial proteins have been reported. The prediction of an altered ribosome-associated protein acetylation and ribosome biogenesis also is supported by our finding of altered polyadenylation of *Thumpd1* mRNA and altered translation of a reporter driven by the 3’-UTR of *Thumpd1*. However, comparison of our data with those recently reported by others^27^, unfortunatelly shows little or no overlap, with the possible exception of a decrease in *Sgk1* translation. 

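Sgk1 (ENSMUSG00000019970.15) had 4 and 132 reads in the old and 981 and 31 reads in the young HA libraries, so that the replicates of each age overlapped those of the other. The log2 HA difference of -0.86 was smaller than its standard error of 1.43 (adjusted p = 0.884 from limma). After quantile normalization it was 0.06.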

Although that report documented altered translation of 38 mRNAs (FDR < 0.1; 8 mRNAs with FDR < 0.05), we detect more widespread defects that amount to 726 mRNAs if the same cutoff is applied (FDR < 0.1, 256 mRNAs with FDR < 0.05). The reason for this discrepancy is at presently not clear. It shoud be noted that Del Llano et al.^27^ assessed translation immediately after in vitro GVBD, a time during which activation/repression of translation is minimally different from that in quiescent oocytes^15^. Conversely, we assessed changes in translation in MII oocytes matured in vivo, when differences in translation have reached a maximum.

Collectively, our data point to a defective function of CPEB1 as one of the molecular causes of altered translation. This conclusion is based on (1) Altered translation of the *Cpeb1* mRNA in oocytes and related 50% decrease in CPEB1 protein; (2) Defective translation of *Ccnb1*, *Il7 Thumpd1*, and *Golph3* mRNAs, which are all bona fide CPEB1 targets; (3) Altered polyadenylation of *Ccnb1*, *Il7 Thumpd1*, and *Golph3*; (4) Altered parameters of oocyte reentry into the cell cycle predicted by altered regulation of CCNB1 synthesis; (5) A defective accumulation of CPEB1 in young oocytes completely recapitulates the translation and meiotic progression observed in old oocytes, and increasing CPEB1 protein levels in old oocytes rescues the translation phenotypes. Therefore, our conclusions are based on multiple independent observations all converging on CPEB1 dysfunction during aging. It should be noted that, although not detected by some^51^, others have reported that maternal aging causes an accelerated reentry into the meiotic cell cycle^52,53^, as we have detailed here. Moreover, although the detected effects associated with *Cpeb1* haploinsufficiency are not major, we consistently observe a *Cpeb1*-gene dosage-dependent effect, reinforcing the validity of our observations.

Bioinformatic analysis of the properties of the transcripts affected during aging indicates that not all associated 3’-UTRs contain a putative CPE. 

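Canonical CPE motifs were counted in the longest annotated 3'-UTR of the genes in the HA table. Of the 930 genes lower in old HA libraries at an unadjusted p under 0.05 in limma, 850 had an annotated 3'-UTR and 519 of these (61.1%) held a motif. Among the other 7353 genes with an annotated 3'-UTR, 71.4% held a motif (odds ratio 0.629, Fisher's exact test, two-sided, p = 1.15e-09). Genes are not independent replicates, so this p describes the gene lists and not the pools. The 3'-UTRs of the lower genes had a median length of 1240 bases, against 1562 bases for the others. With the list of Supplementary Data 2 (lower in old oocytes at the paper's stricter threshold), 130 of 226 3'-UTRs (57.5%) held a motif. In the last 300 bases of the 3'-UTR, 31.9% of the lower and 39.0% of the other genes held one. After quantile normalization, an alternative chosen after seeing the data, 70.2% of the lower genes present in both tables and 70.6% of the other genes held a motif.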

Of the 126 3’-UTRs analyzed, we can identify a putative CPE in 84, whereas this cis-acting element is not detected in 42 3’-UTRs. This is documented by the analysis of *Nlrp5* mRNA. The translation of the endogenous *Nlrp5* mRNA is increased in our dataset, and an apparent transcript increase is detected in the deposited aging transcriptome. Moreover, reporter data show defective repression of *Nlrp5* translation. The *Nlrp5* 3’-UTR does not contain discernible CPE elements, and the endogenous *Nlrp5* is not immunoprecipitated in a RIP assay; thus, mechanisms other than CPEB1-mediated translation may be altered. That not all affected transcripts contain a CPE is also inferred with the analysis of the mRNAs coding for the mitochondrial ribosomal proteins. These findings suggest that either translation of some mRNA is indirectly affected by a dysfunctional CPEB1 or that more complex events disrupt the translation of maternal mRNAs during aging. 

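Of the 43 mitochondrial ribosomal protein genes of Fig. 1d, 24 (55.8%) held a canonical CPE motif in their longest annotated 3'-UTR and 19 did not. Of all genes in the HA table with an annotated 3'-UTR, 70.3% held one. The median 3'-UTR length was 635 bases for the 43 genes and 1528 bases for all genes. Among the 11 labelled genes, 6 held a motif and 5 did not.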

In this latter scenario, a CPEB1-dependent component acts in parallel with an alteration of other regulatory circuits controlling translation. The RBPs involved, as well as the exact molecular mechanisms implicated, require further investigation.

Given the increased translation in GV oocytes followed by a decreased rate of translation during maturation, we calculate that the overall activation of *Ccnb1* mRNA translation is decreased by 50% in old oocytes. This decrease is substantial and likely disruptive of meiotic progression. For instance, we find that a 30% decrease in *Ccnb1* mRNA translation in *Ccnb2*-loss of function is associated with a significant increase in aneuploidy^46^. The kinetochore-microtubule attachment is regulated by CDK1 activity and a change in CDK1 activity leads to lagging chromosomes at anaphase I^54^. In addition, studies have reported that pharmacological acceleration of meiosis I cause higher rate of aneuploidy^55,56^. Thus, change in timing of meiosis reentry and altered CDK1 activation may be linked to the aneuploidy described in aged oocytes.

The post-transcriptional regulation controlling *Cpeb1* mRNA translation has not been investigated extensively. However, CPEB1 binds to its own mRNA (Supplementary Fig. 8) and represses its own translation in GV oocytes^57^. Moreover, an element that binds AU-rich binding factor 1 (AUF1) has been described, and a function for microRNA-dependent modulation of *Cpeb1* has been described in neuroblastoma cells^58^. Thus, several possible mechanisms may be causing a decreased translation of *Cpeb1* during oocyte growth and maturation, mechanisms that require further investigation.

Collectively, our data strongly support the concept that a disruption in the translation program in mouse oocytes is associated with maternal aging. Moreover, we provide evidence that an altered stoichiometry of CPEB1 protein may be one of the molecular defects causing altered maternal mRNA translation in aging oocytes. In addition to being consistent with other observations, the fact that these phenotypes can be rescued by overexpression of CPEB1 and recapitulated by a model of *Cpeb1* haploinsufficiency in oocytes from young females provides compelling support of our overall hypothesis. It should be also noted that heterozygous deletions of the *Cpeb1* gene in humans have been associated with Premature ovarian insufficiency^59–62^, a view that further supports the *Cpeb1*-dependent phenotypes during aging. A disrupted CPEB1-dependent mode of the translation may not be the only mechanism, as preliminary evidence also suggests disruption of a CPEB1-independent component of translation. Further studies are required to determine how all these defects in the translation program cumulatively converge to disrupt oocyte quality and fertility.

It should be pointed out that altered translation is just one of the components associated with reproductive aging. Although not profound, the decreased oocyte quality and fertility in young mice associated with *Cpeb1* haploinsufficiency on a background of normal number of ovulated oocytes, likely compounds with the large decrease in the number of follicles that mature and the number of ovulated oocytes during aging. Thus, we propose that the overall decrease in fertility observed during aging is the sum or the compound effects of the altered number of oocytes produced and their defective developmental competence due to altered maternal mRNA translation.

## Methods

### Experimental animals

All experimental procedures involving animal models used were approved by the Institutional Animal Care and Use Committee of the University of California at San Francisco (AN182026-03A). All animals used were of the C57BL/6 inbred strain. Mice were housed in 12 h light/12 h dark cycle at the temperature of 18−23 °C with 40−60% humidity environment. Young mice used were 1-month-old females, whereas 12–15 months old retired female breeders were considered old mice. C57BL/6-Zp3CreRpl22tm1.1Psam (*RiboTag*^*F/F*^*;Zp3-Cre*) mice were obtained from Jackson Laboratories and bred as described previously^29^. CPEB1-targeted mice were a gift from ref. ^63^ and C57BL/6-*Cpeb1*^*F/+*^;*Zp3-Cre* female mice were bred in our facility.

### Oocyte collection

Female mice were injected with 5 I.U. pregnant mare serum gonadotropin (PMSG; MyBioSource) to induce follicle growth and sacrificed 44 h after injection. The ovaries were dissected, and COCs were collected in media containing HEPES-modified minimum essential medium Eagle (Sigma-Aldrich, M2645) supplemented with 0.23 mM sodium pyruvate (Gibco, 11360070), penicillin–streptomycin (Genesee Scientific Corporation (GenClone), 25-512), and 3 mg/ml BSA (Sigma-Aldrich, SIAL-A3311), 6 mM sodium bicarbonate (JT-Baker, 3506-1), and a PDE inhibitor (1 µM cilostamide (Calbiochem, 231085) or 2 μM milrinone (Enzo ALK-270-083)). Aspiration through a glass pipette allowed for the removal of the surrounding cumulus cells. Denuded oocytes were maintained at the GV stage in α-MEM (Gibco, 12561-056) supplemented with 0.23 mM sodium pyruvate, penicillin–streptomycin, and 1 µM cilostamide (or 2 μM milrinone) at 37 °C under 5% CO_2_. For the collection of in vivo MII oocytes, female mice were injected with 5 I.U. of PMSG followed by 10 I.U. human chorionic gonadotropin (hCG; Goldline Labs) 48 h after PMSG injection, and after 13 h, sacrificed for ovulated oocytes retrieval from the fallopian tubes.

### RiboTag IP

Oocytes from *RiboTag*^*F/F*^*;Zp3-Cre* female mice stimulated with 5 I.U. PMSG followed by 10 I.U. hCG, or ovaries from *RiboTag*^*F/F*^*;Zp3-Cre* female mice stimulated with 5 I.U. PMSG only was used for RiboTag-immunoprecipitation. Oocytes were collected in 10 µl of 1× PBS (Invitrogen, AM9625), supplemented with 0.1% w/v polyvinylpyrrolidone (PVP; Sigma, P0930), 0.1% v/v Cyclohexamide (CHX; Sigma C7698), and 250 U RNAseOUT (Invitrogen 10777-019), then flash-frozen in liquid nitrogen, and stored at −80 °C. Ovaries were collected whole, flash-frozen in liquid nitrogen, and stored at −80 °C. To prepare samples for the IP, the appropriate volume (80 µl per sample) of Dynabeads™ Protein G (Invitrogen, 10004D) was washed two times in 250 µl homogenization buffer (HB: 50 mM Tris–HCl pH 7.4, 100 mM KCl, 12 mM MgCl_2_ and 1% v/v NP-40) on a rotor at 4 °C for 5 min per wash. Two additional washes were performed with 250 µl supplemented HB (sHB: HB supplemented with 1 mM DTT (sigma 646563), 1× HALT protease inhibitor (Fisher P178441), 200 units/ml RNaseOUT, 200 units/ml RNasin (Promega N2115), 100 µg/ml CHX) on a rotor at 4 °C for 5 min per wash. Following the final wash, the beads were eluted back to the original volume with sHB. Oocyte samples were thawed and pooled to yield a total of 200 oocytes per replicate, and 300 µl sHB was added to each pooled sample. To lyse the cells, samples were vortexed for 30 s and the homogenates were centrifuged for 15 min at 20,817×*g* at 4 °C. Ovaries were homogenized in 300 µl sHB and centrifuged likewise. To pre-clear the samples, the supernatants were transferred to new tubes, 20 µl of washed beads were added to each supernatant, and samples were incubated on a rotor at 4 °C for 30 min. A magnetic rack was used to remove the beads, and 30 µl (10%) of each pre-cleared lysate was collected and added to 250 µl RLT buffer (Qiagen, 74034) supplemented with 1 mM DTT to serve as the input samples. The input samples were frozen and kept at −80 °C until RNA extraction. In total, 4 µl (4 µg) anti-HA.11 epitope tag antibody (1/75, Invitrogen, 26183) was added to each of the extracts and all samples were incubated on a rotor at 4 °C for 4 h. Thirty microliters of washed beads were added to the samples and incubated overnight on a rotor at 4 °C. The beads (now bound by HA-tagged ribosomes and the associated mRNAs) were washed four times in 750 µl urea wash buffer (uWB: 50 mM Tris–HCl pH 7.4, 150 mM KCl, 12 mM MgCl_2_, 1% v/v NP-40, 1× protease inhibitors, 1 mM DTT, 40 U RNaseOUT, 40 U RNasin, 100 µg/ml cycloheximide, and 1 M urea) on a rotor at 4 °C for 10 min per wash. The bead slurry was then transferred to fresh tubes, pelleted via magnetic rack, and the uWB removed. To strip the mRNA complex off the beads, 250 µl RLT buffer supplemented with DTT was added to each sample and samples were vortexed for 30 s. Finally, Beads were pelleted and removed before RNA extraction was performed using the Rneasy Plus Micro Kit (Qiagen, 74034). Samples were eluted in 14 µl of RNase-free water and used downstream for RNA-Seq or RT-qPCR analysis.

### RNA-Seq

#### RNA-Seq library preparation and sequencing

RiboTag RNA samples were sent to the Gladstone Institutes Genomics Core for quality control using Bioanalyzer (Agilent) and cDNA library preparation. cDNA was prepared with the Ovation RNA-Seq System V2 Kit (NuGEN, 7102), which uses a proprietary combination of enzymes and primers to preferentially prime non-rRNA sequences. First-strand cDNA synthesis is achieved with random hexamer primers and chimeric poly(T) primers, which bind to the region spanning the end of the 3’-UTR and the start of the poly(A) tail. Because stable mRNAs have at least 20 adenosine residues, the use of these chimeric poly(T) primers allows for preferential priming of adenylated messages (mRNAs) with minimal bias for messages with longer poly(A) tails. RNA-Seq libraries were constructed using the Ovation Ultralow System V2 (NuGEN, 0344) and analyzed by Bioanalyzer, quantified by qPCR (Kapa Biosystems, KR0405), and sequenced using the HiSeq 4000 system (Illumina).

#### Sequence quality assessment and trimming

The quality of the raw sequence data was checked via FASTQC. The sequence files were then trimmed using tools in Trimmomatic 0.36^64^. The following were removed: Illumina TruSeq3 single-ended adapter sequences, bases with a quality score <3 at the start and end of a read, bases that had an average quality per base of <15 calculated using a sliding window to average four bases, and any reads that were shorter than 36 bases. The reads were single-ended and qualities were ASCII characters equal to the Phred quality plus 33.

#### Mapping and counting reads

HiSat2^65^ was used to build indexes from the Reference Consortium Mouse Build 38 (mm10) and to align sequence reads to the genome. The resulting .bam files were sorted and indexed with SAMtools^66^. Count files for each group were created with HTSeq using the mouse GENCODE Gene set release M11. The input data were.bam files, the data were not from a strand-specific assay, and the feature type used was “gene”.

#### Differential expression (DE) analysis

The Bioconductor packages edgeR^67^ and limma^68^ were used for statistical analyses. 

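Every gene in the deposited HA and input tables has at least 1 CPM in at least 2 libraries, and 3256 of the 8898 genes in the HA table (36.6%) and 3755 of the 10530 genes in the input table (35.7%) do not reach 10 CPM in 2 libraries. Of the 290 HA genes listed in Supplementary Data 2 at the stricter threshold, 220 (75.9%) do not reach it, and of the 50 input genes listed in Supplementary Data 1, 30 do not.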

Only reads with greater or equal to 10 counts per million reads (CPM) in at least two samples were kept. Trimmed mean of *M*-values (TMM) normalization, which accounts for compositional differences among the libraries, was then performed on HA reads and input reads, separately. Using the raw counts, dispersion, and design matrix, the negative binomial generalized linear model was fitted for each gene. Finally, pairwise likelihood ratio tests for young versus old was conducted. 

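In edgeR's likelihood ratio test on the recovered HA reads, 225 of the 295 genes with an adjusted p under 0.05 did not reach 10 CPM in at least 2 libraries. With the test restricted to the 5642 genes that do, an alternative chosen after seeing the data, 58 genes had an adjusted p under 0.05, of which 16 were higher and 42 were lower in old oocytes, and 55 of them were also called without the restriction. The common dispersion estimated by edgeR was 1.07 for HA and 0.714 for input, a coefficient of variation between replicates of 104% and 84.5%.

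**Figure D4:**
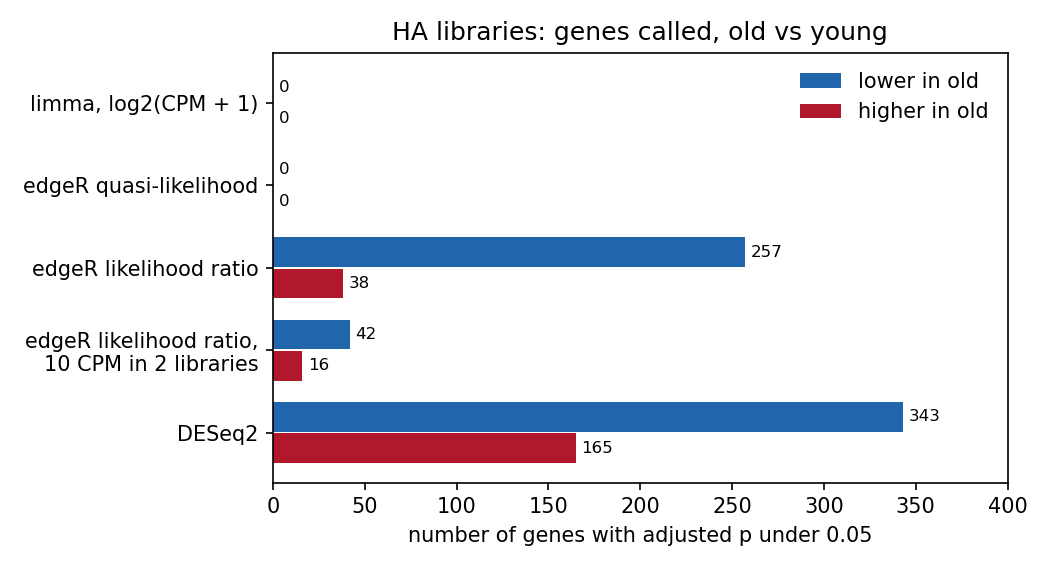
Number of genes with an adjusted p under 0.05 between old and young HA libraries, lower and higher in old oocytes, in limma on log2(CPM + 1) and in 4 tests on the recovered reads. The bars range from 0 in limma and edgeR's quasi-likelihood test to 343 lower and 165 higher genes in DESeq2.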

Translational efficiency was calculated by using the ratio of the amount of mRNA recovered in the RiboTag pellet (HA-IP) over the total mRNA present in the oocyte (Input).

#### Gene ontology (GO) analysis

Gene lists were uploaded to DAVID 6.8^69,70^ and processed with the Functional Annotation Tool.

### RNA-IP

The appropriate volume (80 µl per sample) of Dynabeads™ Protein G was washed twice in 250 µl incomplete lysis buffer (iLB: 30 mM Tris–HCl pH 7.4, 150 mM KCl, 10 mM MgCl_2_, 0.5% v/v NP-40, 0.25 mM Na_3_VO_4_ and 10 mM β-glycerophosphate) on a rotor at 4 °C for 5 min per wash. Two additional washes were performed with 250 µl complete LB (cLB: iLB supplemented with 5× HALT protease inhibitor, 1 mM DTT, 80 U/ml RNAseOUT, 80 U/ml RNasin and 2× ribonucleoside vanadyl complex) on a rotor at 4 °C for 5 min per wash. The final wash solution was removed, and the beads were eluted to the original volume with cLB. Two hundred wild-type GV oocytes were collected in 10 µl 0.1% w/v PVP and 250 U RNAseOUT in 1× PBS, flash-frozen in liquid nitrogen, and stored at −80 °C. To homogenize the cells, 300 µl of cLB was added, samples were vortexed for 30 s, and then incubated on ice for 10 min. The homogenates were then centrifuged for 15 min 20,817×*g* at 4 °C, and the supernatants were transferred to new tubes. In total, 30 µl (10%) of each supernatant was saved in 250 µl RLT buffer supplemented with 1 mM DTT as input samples and the remaining volume was equally divided into the CPEB1-IP and the IgG-IP (control). The volume of each sample was increased to 300 µl with cLB, 4 µl (4 µg) of the appropriate antibody (1/75, anti-CPEB1: Abcam, ab73287 and control IgG: Millipore, 12-371) was added to each tube, and samples were incubated on a rotor for 4 h at 4 °C. Thirty microliters of washed beads were then added to each tube and samples were incubated on a rotor overnight at 4 °C. The beads of each sample were pelleted using a magnetic rack and washed 4 times on a rotor at 4 °C with 750 μl wash buffer (WB: 30 mM Tris–HCl pH 7.4, 200 mM KCl, 10 mM MgCl_2_, 0.5% v/v NP-40, 0.25 mM Na_3_VO_4_, 10 mM β-glycerophosphate, 1× HALT protease inhibitor, 1 mM DTT, 1 M urea, 50 U/ml RNaseOUT, and 50 U/ml RNasin) for 10 min per wash. After each wash, the beads were pelleted and the WB removed. Samples were transferred to a clean tube, and 250 µl RLT buffer supplemented with 1 mM DTT was added to each sample. Samples were vortexed for 30 s, the beads were pelleted and removed. RNA extraction was performed following the Qiagen Rneasy Plus Micro Kit protocol. Samples were eluted in 14 µl of RNase-free water and used for downstream RT-qPCR analysis.

### RNA extraction and real-time quantitative PCR (RT-PCR)

Extracted RNA was reverse-transcribed using the SuperScript^TM^ III First-Strand Synthesis System with random hexamer or oligo dT primers (Invitrogen, 18080-051). Gene expression was measured using TaqMan^TM^ Assays and Taqman^TM^ Fast Advanced Master Mix (ThermoFisher, 4444557). TaqMan Assays used were as follows; *ActB* (Mm02619580_g1), *Ccnb1* (Mm03053893_gH), *Ccnb2* (Mm01171453_m1), *Cpeb1* (Mm01314928_m1), *Dppa3* (Mm01184198_g1), *Eif4a1* (Mm03807704_g1), *Gata4* (Mm00484689_m1), *Golph3* (Mm00499420_m1), *Il7* (Mm01295803_m1), *Nlrp5* (Mm01143609_m1), *Thumpd1* (Mm00524010_m1), *Tpx2* (Mm01245970_m1), *Sirt1* (Mm01168521_m1), *Sirt7* (Mm01248607_m1), *Rpl19* (Mm02601633_g1), and *Zp3* (Mm00442176_m1). Preliminary qPCRs were done to test mRNA levels not changed in GV and MII oocytes. Among the tested genes, *Actb* and *Eif4a1* were expressed at similar levels in GV and MII when random hexamers were used for RT priming, while *Dppa3* and *Rpl19* were stable when oligo(-dT) were used. Since no genes were found to be stable with both priming conditions, we used the geometric mean of the four best candidates for the two priming conditions, and no differences were observed in the Ct values for either the meiotic stage or the priming method (*N* = 6; paired, one-way ANOVA). Therefore, in all the experiments using qPCR the geometric mean of *Actb*, *Eif4a1, Dppa3*, and *Rpl19 Ct* was used for data normalization. Ten microliter reactions were run on the QuantStudio 6 Flex Real-time PCR System (Applied Biosystems). Gene expression was quantified via the 2^−Ct^ method, and statistical analysis was performed via GraphPad Prism 8.

### Reporter mRNA preparation

The *Ccnb1*, *Ccnb2*, *Golph3*, *Il7*, *Nlrp5*, *Thumpd1*, and *Tpx2* 3’-UTR and *Cpeb1* open reading frame sequences (Supplementary Data 3) were obtained by amplification of mRNA from oocytes with appropriate primers (Supplementary Data 4). YFP reporters, mCherry, and FL reporters were subcloned in the pcDNA 3.1 vector and RL reporters were prepared in the pRL-TK vector, both containing a T7 promoter that allows in vitro transcription to synthesize mRNAs, and fidelity was confirmed by DNA sequencing. All reporters included a stretch of 20A at the 3’ end. The mCherry reporter was in vitro polyadenylated and contained a poly(A) tail of 150–200 A. mRNA reporters were transcribed in vitro to synthesize mRNAs with mMESSAGE mMACHINE T7 Transcription Kit (Ambion, AM1344); polyadenylation of mCherry and Firefly luciferase was obtained using Poly(A) Tailing Kit (Ambion, AM1350). All the messages were purified using MEGAclear Kit (Ambion, AM1908). mRNA concentrations were measured by NanoDrop, and its integrity was evaluated by electrophoresis.

### Luciferase assay

Oocytes still enclosed in the cumulus cells (CEOs) were injected with 12.5 ng/μl *Il7-RL*, *Thumpd1-RL*, or *Tpx2-RL* and 12.5 ng/µl of polyadenylated FL using a FemtoJet Express programmable microinjector with an Automated Upright Microscope System (Leica, DM4000B). Injected CEOs were pre-incubated for 3 h in culture medium supplemented with 2 μM milrinone, and then cultured in milrinone-free medium supplemented with 100 nM amphiregulin. After 16 h, the CEOs were denuded, collected in lysis buffer and frozen. Luciferase activities in the oocyte extracts were measured using a dual-luciferase reporter assay kit (Promega), and luminescence was detected with a SpectraMax L luminometer (Molecular Devices). Data are reported as ratios of RL and FL.

### YFP reporter assay

*Ccnb1-YFP*, *Ccnb2-YFP*, *Il7-YFP*, *Golph3-YFP*, *Thumpd1-YFP, or Tpx2-YFP* were injected in oocytes at 12.5 ng/µl with polyadenylated *mCherry* at 12.5 µg/µl using a FemtoJet Express programmable microinjector with an Automated Upright Microscope System. After pre-incubating 3 h or overnight in α-MEM medium with 1 µM cilostamide, oocytes were released in cilostamide-free medium for in vitro maturation or incubated with cilostamide to maintain GV state. Time-lapse recordings were performed using a Nikon Eclipse T2000-E equipped with a mobile stage and environmental chamber of 37 °C and 5% CO_2_ at the following settings: filter set, dichroic mirror YFP/CFP/mCherry 69008BS; Ypet channel (Ex: S500/20×49057 Em: D535/30 m 47281); and mCherry channel (Ex: 580/25×49829 Em: 632/60 m). Images were processed and fluorescence was quantified using MetaMorph (Molecular Devices). Ratios of YFP reporter of the plateaued level of mCherry signal were reported as the protein accumulation during oocyte maturation. The rate of translation were calculated with YFP/mCherry ratios as the slope of the simple linear regression curve at the indicated time interval.

### In vitro CDK1 kinase assay

Oocytes were collected in 30 µl of 2× kinase buffer (100 mM HEPES, 30 mM MgCl_2_, 2 mM EGTA, 10 mM CaCl_2_, 2 mM DTT, 2 µg/ml leupeptin, 2 µg/ml aprotinin, 2 µM okadaic acid). Oocytes were lysed by freezing and thawing twice in liquid nitrogen. Extracts were incubated at 30 °C for 30 min in the presence of 0.1 mM ATP, 10 mM DTT, 2 µM okadaic acid, and 2 µg of recombinant peptide GST-PP1 as the substrate. PP1-GST was produced as previously described^47^. Reactions were stopped by adding Laemmli sample buffer and boiling at 95 °C for 5 min. CDK1 activity was measured by quantifying the western blot signal of phosphorylated T320 of the total substrate loaded evaluated by Ponceau S staining.

### Western blotting

Oocytes were lysed in 10 µl of 0.1% w/v PBS/PVP with 4 μl Laemmli buffer (Bio-Rad, 161-0747) with β-mercaptoethanol (Gibco 21985023), a phosphatase inhibitor, and protease inhibitor. The oocyte lysates were boiled for 5 min at 95 °C and left on ice, then separated on 10% v/v or 12% v/v polyacrylamide gels and transferred to a Polyvinylidene difluoride (PVDF) membrane (Millipore ISEQ00010). Membranes were blocked in 5% w/v milk for 1 h at room temperature and incubated with primary antibody overnight at 4 °C. The primary antibody and dilutions used were as follows: CPEB1 (Abcam, ab73287, 1:1000), α-tubulin (Sigma-Aldrich, T6074, 1:10,000), T320-pp1 (Abcam, ab62334, 1:30,000). Membranes were washed in TBS-Tween 20 (0.05% v/v) and incubated with HRP-conjugated secondary antibodies, 1:10,000 anti-rabbit IgG (GE Healthcare, NA934V) and 1:10,000 anti-mouse IgG (GE Healthcare NA931V), for 2 h at room temperature. Signals were detected using Clarity Western ECL substrate (Bio-Rad, 170-5061). The images are analyzed with the ImageJ 1.53a.

### Statistical analysis

Statistical analysis was performed using the GraphPad Prism 9.3.1 package. The statistical analysis performed depended on a specific experiment and is described within the figure legend. For comparison between two groups, a two-tailed paired or unpaired *t* test was used, for multiple comparison, one-way ANOVA was used. Statistical significance is denoted by an asterisk in each graph. The quality of RNA-Seq reads were performed using FastQC and reads were then trimmed with Trimmomatic 0.36. Alignment of the reads to the mouse genome was performed by Hisat2, .bam files were sorted and indexed using Samtools, and count files were generated by HTSeq. TMM normalization and the remaining RNA-Seq statistical analyses were done through edgeR.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary data 1-4

Reporting Summary

## Data Availability

RiboTag-IP/RNA-Seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) database under the accession code GSE222638. The published available datasets used in this work were from NCBI Gene Expression Omnibus (GEO) accession number GDS3295 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE11667] (Aging transcriptome^24^), GSE35106 (Polysome array^14^), GSE135525 (RiboTag IP/RNA-Seq^15^), GSE165782 (PAIso-seq^71^), and GRCm38 [https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20] (mouse genome dataset). The data supporting the findings of this study are available from the corresponding authors upon reasonable request.  Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: CPEB1-dependent disruption of the mRNA translation program in oocytes during maternal aging
**Source:** Nat Commun. 2023 Jan 26;14:416. doi: 10.1038/s41467-023-35994-3
**Supplement:** Supplementary file 1 — Supplementary information

## ***Supplementary information***

### ***CPEB1-dependent disruption of the mRNA translation program in oocytes during maternal aging***

*Nozomi Takahashi et al.*

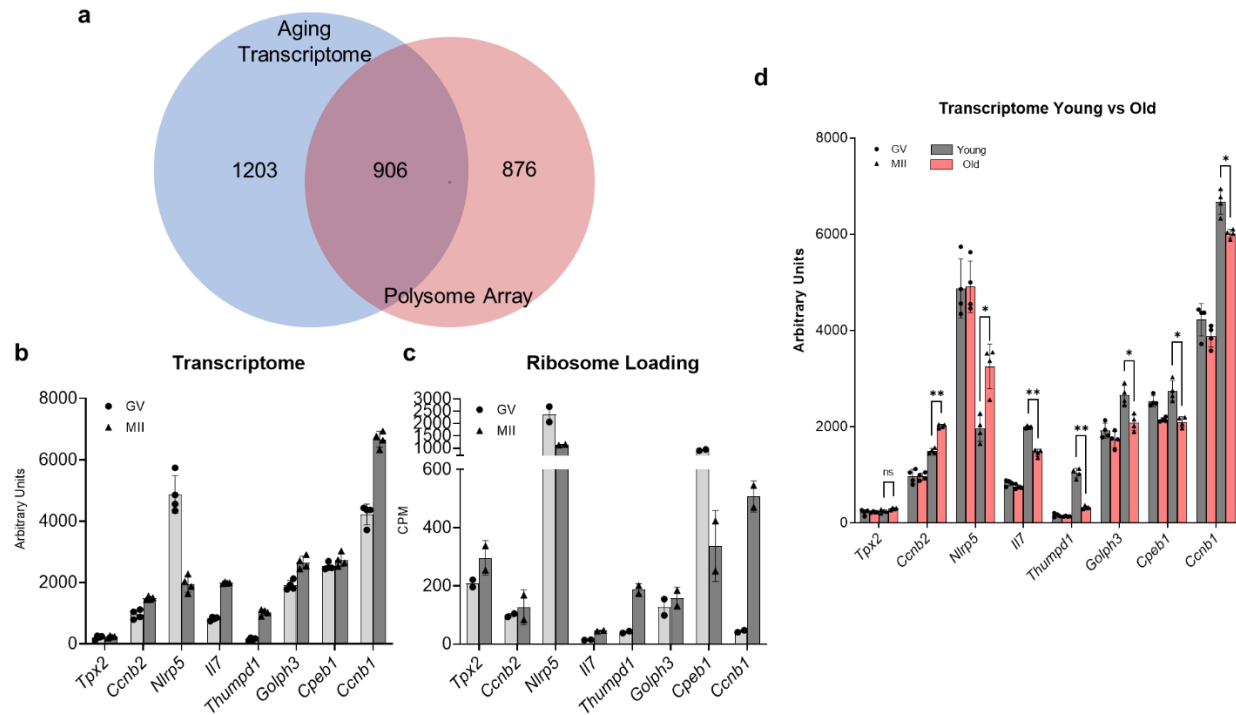

### Supplementary Figure 1. Analysis of datasets comparing transcriptome in young and old oocytes and dataset monitoring translation of maternal mRNA

**(a)** Venn diagram comparing transcripts apparently increasing from germinal vesicle (GV) to MII oocytes in the aging dataset (Accession: GDS3295; ID:3295<sup>1</sup>) and transcripts recruited to the polysomes in young oocytes (Accession: GSE35106; ID:200035106<sup>2</sup>). **(b)** Transcripts levels of young oocytes during maturation from the aging dataset<sup>1</sup>. The four biological independent samples are plotted. Data are the mean  $\pm$  SD. **(c)** Change in ribosome loading mRNA in young oocytes during maturation. Data are the mean  $\pm$  range of duplicate determination. Data are from deposited RiboTag dataset (Accession: GSE135525<sup>3</sup>). **(d)** Change in transcripts levels in young and old oocytes from the aging dataset<sup>1</sup>. The four biological independent samples are used. Mean  $\pm$  SD is shown. Two-tailed multiple paired Student's t-tests were used to evaluate the statistical significance between young and old MII oocytes, ns not significant, \*\*  $p=0.0012$  for *Ccnb2*, \*  $p=0.032$  for *Nlrp5*, \*\*  $p=0.0012$  for *Ilf7*, \*\*  $p=0.00064$  for *Thumpd1*, \*  $p=0.032$  for *Golph3*, \*  $p=0.0098$  for *Cpeb1*, \*  $p=0.018$  for *Ccnb1*. Source data are provided as a Source Data file.

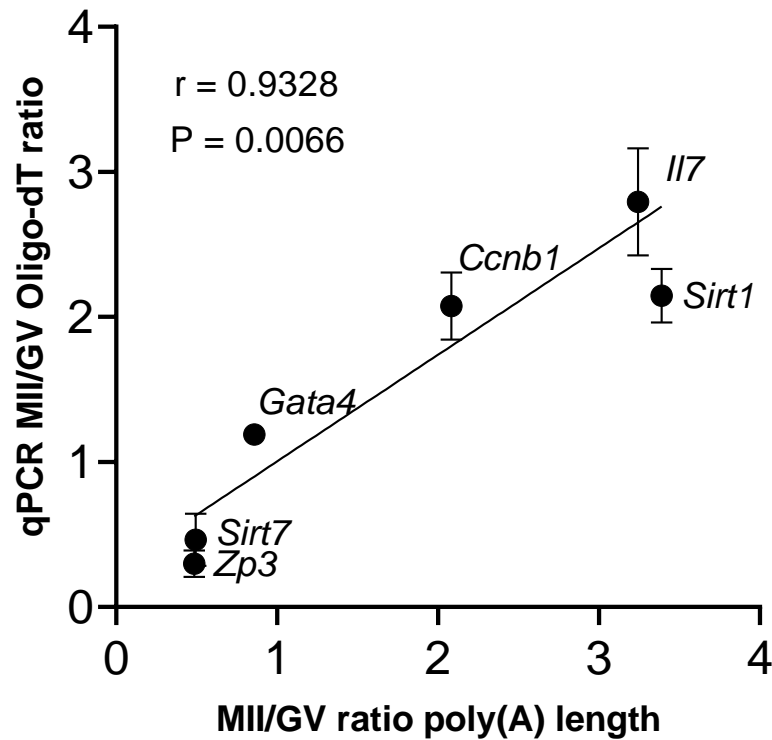

**Supplementary Figure 2. Correlation between qPCR oligo(-dT)/random priming ratio and poly(A) tail length**

RNA of GV or MII oocytes was reverse transcribed by oligo(-dT) primers, and quantitative PCR was performed with specific primers. Data are normalized by the average expression of *Dppa3*, *Rpl19*, *ActB*, and *Eif4a1*. The  $\log_2$  fold changes for GV vs MII oocytes is plotted on the y-axis and the  $\log_2$  fold changes for GV vs MII oocytes in poly(A) tail length is shown on the x-axis.  $n=8$  for *Ccnb1*, 1 for *Gata4*, 9 for *Il7*, 4 for *Sirt1*, 2 for *Sirt7*, 3 for *Zp3* biologically independent samples are used. The data are shown as the mean  $\pm$  SEM. Linear regression curve is shown. Pearson  $r$  and  $p$  value are included in the panel. The poly(A) data are from PAlso-seq dataset (Accession: GSE165782 <sup>4</sup>). Source data are provided as a Source Data file.

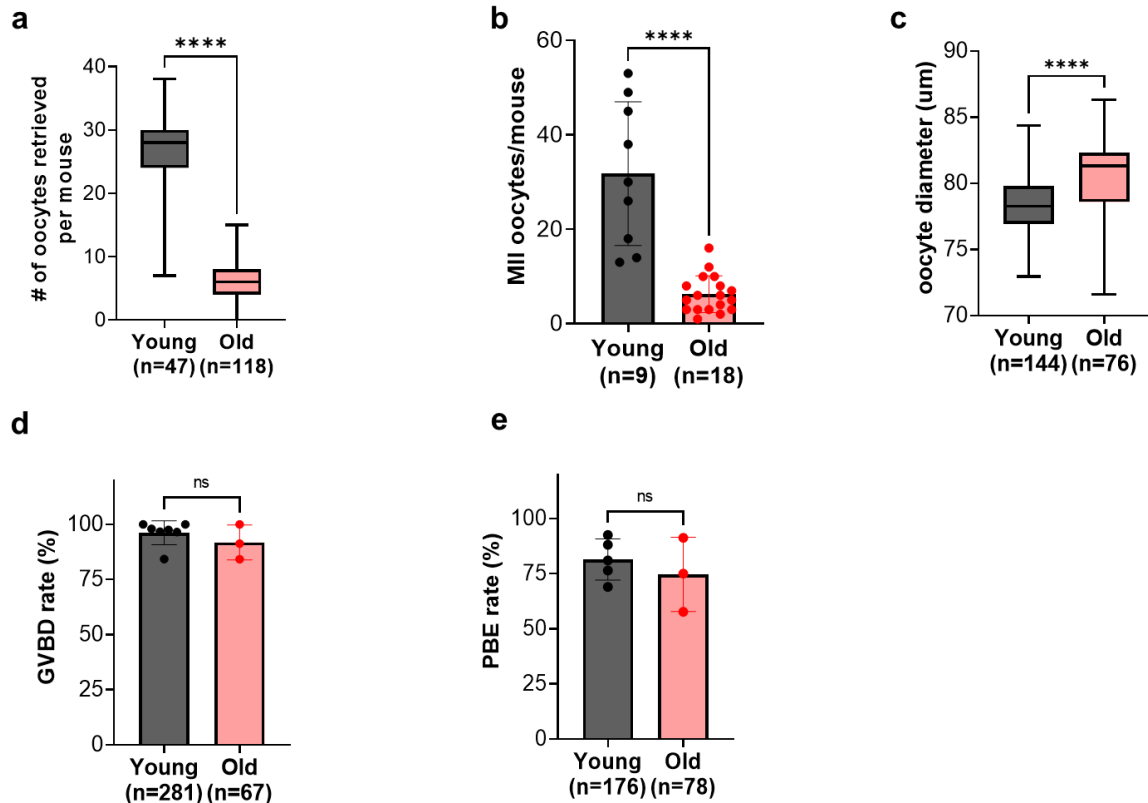

### Supplementary Figure 3. Properties of young and old oocytes used in the aging study

**(a)** Young and old mice were primed with pregnant mare serum gonadotropin (PMSG) and ovaries were dissected 44 hours later. GV oocytes from each pair of ovaries were counted. Box and whisker plots are shown. The central line denotes the median value, while the box refers to the 25<sup>th</sup> to 75<sup>th</sup> percentiles and whiskers mark minimum and max values. The number of mice analyzed is reported among brackets. Two-tailed unpaired Student's t-tests were used to evaluate statistical significance, \*\*\*\*  $p < 0.0001$ . **(b)** Young and old mice were primed with PMSG followed by human chorionic gonadotropin (hCG). MII oocytes collected from ampulla were counted. Mean  $\pm$  SD is reported. The number of mice analyzed is included among brackets. Two-tailed unpaired Student's t-tests were used to evaluate statistical significance, \*\*\*\*  $p < 0.0001$ . **(c)** Oocyte diameter was measured by inspecting brightfield images. Data are reported as box and whisker plots. The central line denotes the median value, while the box refers to the 25<sup>th</sup> to 75<sup>th</sup> percentiles and whiskers mark minimum and max values. The number of oocytes analyzed is included among brackets. Two-tailed unpaired Student's t-tests were used to evaluate statistical significance, \*\*\*\*  $p < 0.0001$ . **(d, e)** GV oocytes from young and old mice were incubated in cilostamide-free medium and brightfield images were captured every 15 min for 20 hours. Germinal vesicle breakdown (GVBD) rates up to 2 hours (d) and polar body extrusion (PBE) rates (e) scored in each experiment. Mean  $\pm$  SD is shown. The number of oocytes analyzed is reported among brackets. Two-tailed unpaired Student's t-tests were used to evaluate statistical significance, n.s. not significant. Source data are provided as a Source Data file.

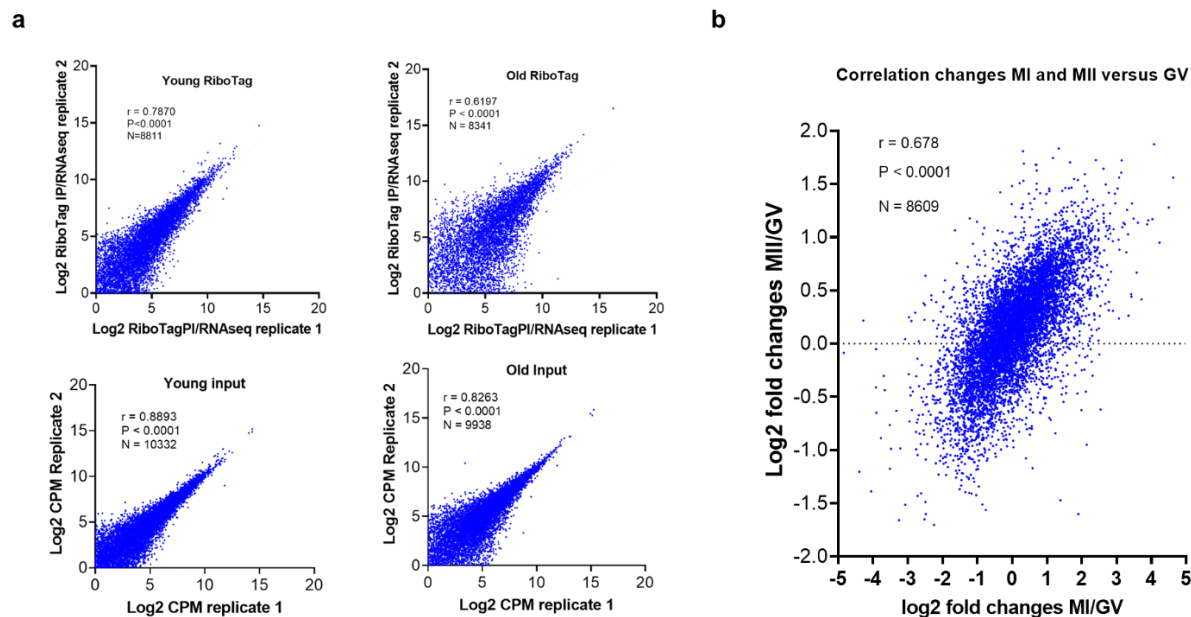

#### Supplementary Figure 4. Data quality analysis of RiboTag IP/RNA-Seq

**(a)** Correlation between replicate measurements for the young and old input RNA-Seq and RiboTag IP/RNA-Seq. Two-tailed, non-parametric Spearman correlation was performed comparing the two replicates. Spearman  $r$ ,  $p$  value and number of genes are included in each panel. 

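The difference in log2(CPM + 1) between the 2 replicates had an SD across genes of 2.34 for old HA, 1.30 for young HA, 1.51 for old input and 1.08 for young input. In the HA table, 442 genes were at or under 3 reads in both old libraries and 1 gene in both young libraries. The corresponding numbers in the input table were 121 and 16.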

An increased noise was detected in the old RiboTag IP data set. **(b)** Correlation between the changes in RiboTag IP/RNA-Seq observed for the MII dataset used in this study and our previously published dataset for changes in GV or MI stage of meiosis<sup>3</sup>. Two-tailed, non-parametric Spearman correlation was performed comparing the two data sets; two-tailed  $p$  value  $< 0.0001$ .

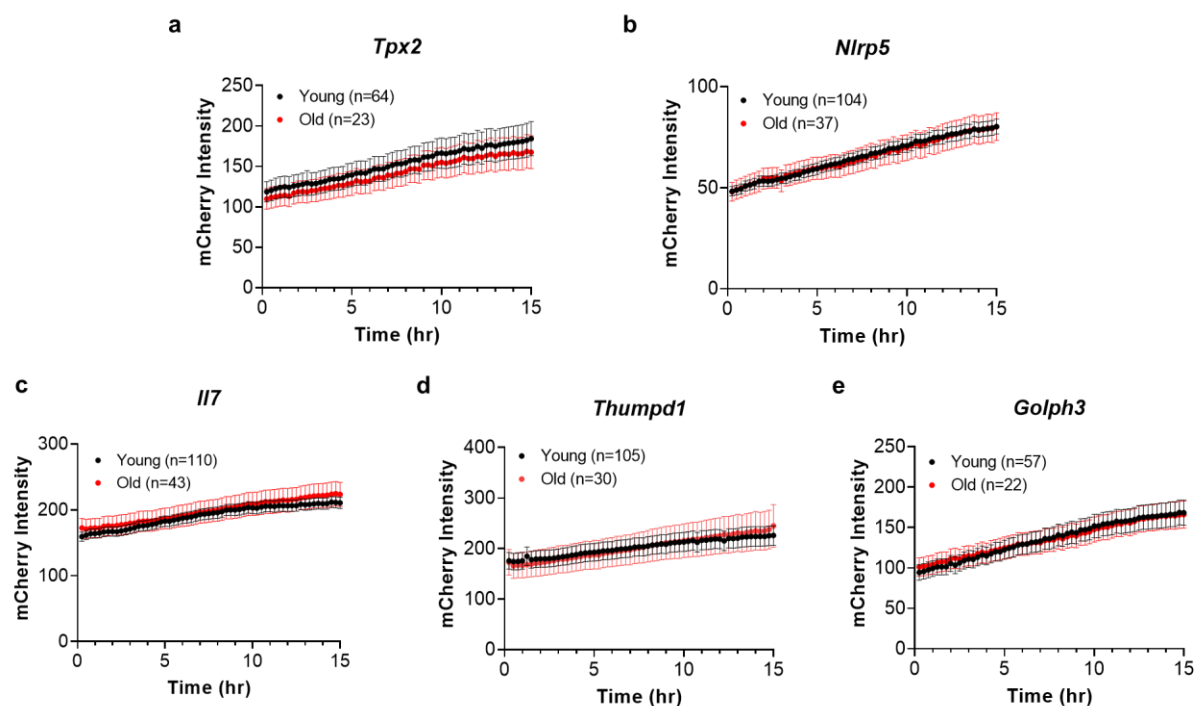

**Supplementary Figure 5. Time course of control mCherry reporter accumulation in young and old oocytes**

GV oocytes from young and old mice were injected with 12.5 ng/uL polyadenylated mCherry. These traces are from the experiments where oligoadenylated YFP reporters including *Tpx2*, *Nlrp5*, *Il7*, *Thumpd1*, and *Golph3* 3' UTR were also co-injected. After overnight pre-incubation, oocytes were released in cilostamide-free medium, and YFP and mCherry signals were recorded by time-lapse microscopy every 15 min for 20 h during maturation. Experiments were repeated 3 times and the data are shown as the mean  $\pm$  SEM. Note the linear accumulation of the mCherry reporter and the absence of systematic differences in the efficiency of translation of this reporter between young and old oocytes. Source data are provided as a Source Data file.

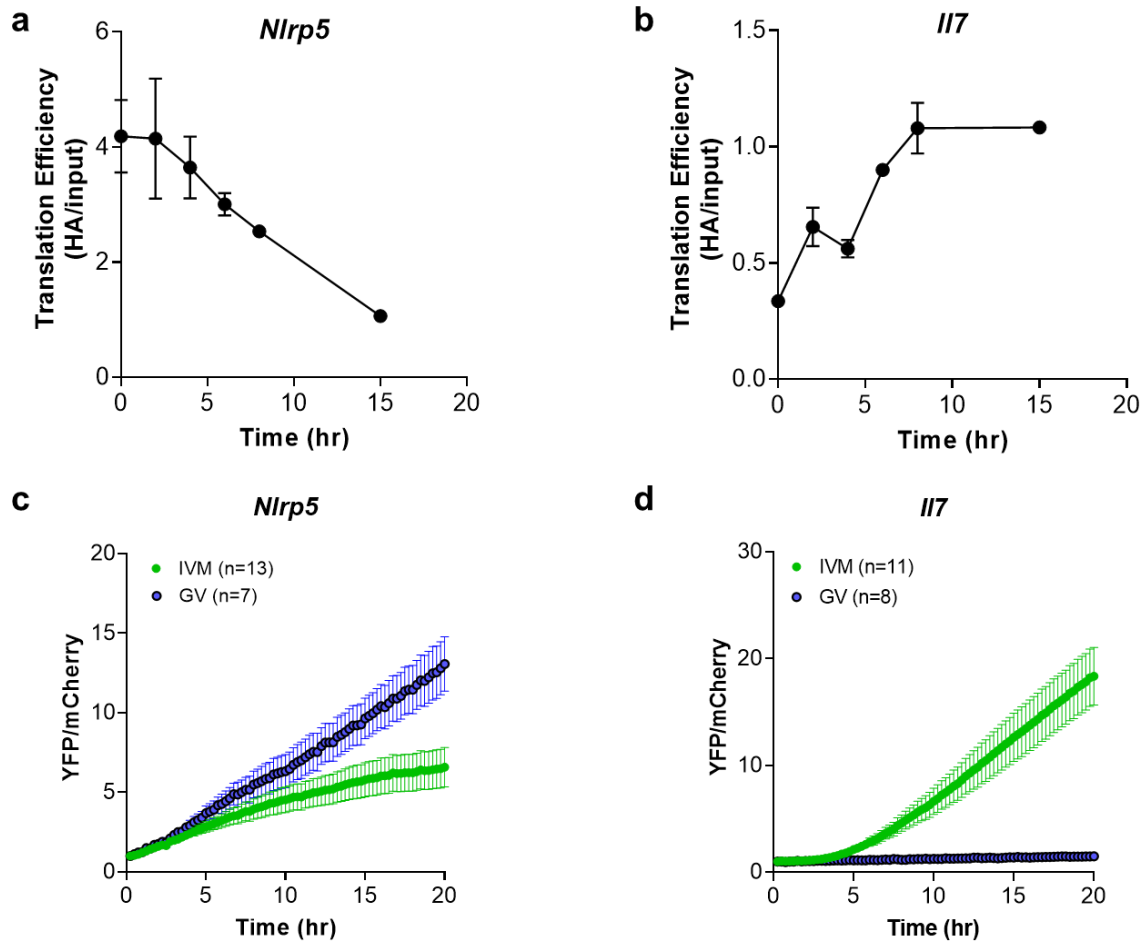

Repressed translation during IVM

Activated translation during IVM

### Supplementary Figure 6. Examples of opposing translational patterns for mRNAs during oocyte maturation

(a, b) Change in endogenous ribosome loading mRNA in young oocytes during maturation. Data are the mean  $\pm$  range of duplicate determination. Data are from deposited RiboTag dataset (Accession: GSE135525<sup>3</sup>). (c, d) GV oocytes from young mice were injected with 12.5 ng/uL polyadenylated mCherry and 12.5 ng/uL of oligoadenylate YFP reporters fused *Nlrp5* and *Il7* 3' UTR. After overnight pre-incubation, oocytes were released in cilostamide-free medium (*in vitro* maturation, IVM) or maintained in GV with cilostamide containing medium (GV). YFP and mCherry signals were recorded during maturation by time-lapse microscopy every 15 min for 20 h. The YFP signals were normalized by the level of mCherry signals. YFP/mCherry signal for each oocyte was plotted according to the incubation time. The data are reported as the mean  $\pm$  SD. (c) Translation of *Nlrp5* reporter is repressed during maturation. (d) Translation of *Il7* reporter is activated during maturation. Accumulation of either reporter is linear in oocytes maintained in GV. Source data are provided as a Source Data file.

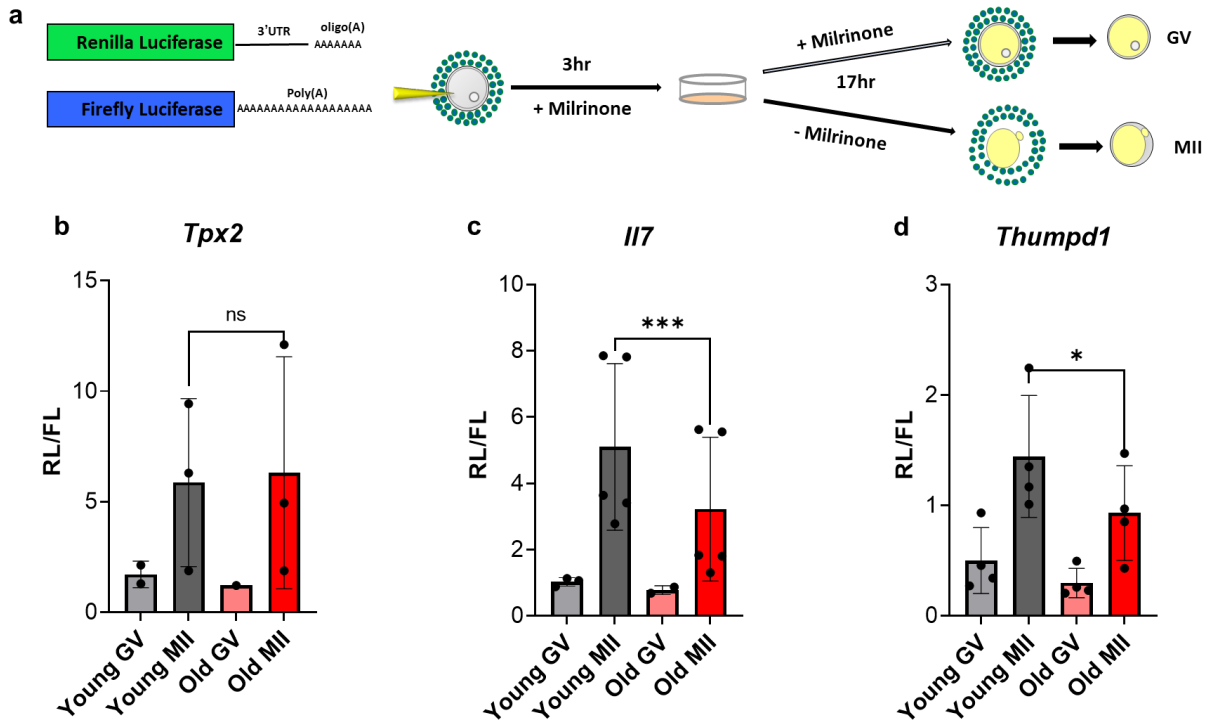

**Supplementary Figure 7. Luciferase reporter assay for *Il7*, *Thumpd1*, and *Tpx2* translation comparing young and old oocytes**

**(a)** Schematic diagram of the luciferase assay. **(b-d)** Oocytes enclosed in the cumulus cells (CEOs) from young or old mice were injected with 12.5 ng/uL polyadenylated Firefly luciferase (FL) and 12.5 ng/ $\mu$ L Renilla luciferase (RL) fused to the 3'UTR of *Tpx2* (b), *Il7* (c), or *Thumpd1* (d). Injected CEOs were pre-incubated for 3 hours in culture medium supplemented with 2  $\mu$ M milrinone, and then cultured in milrinone-containing (GV) or milrinone-free medium (MII) supplemented with 100 nM amphiregulin. After 16 hours, the CEOs were denuded, collected in lysis buffer and frozen. Luciferase activity in the oocyte extracts was measured by luminescence recording. The bar graphs represent the ratio between the RL and the FL activity. (b) n=2 (young GV), 3 (young MII), 1 (old GV), 3 (old MII) biologically independent samples are used. (c) n=3 (young GV), 5 (young MII), 2 (old GV), 5 (old MII) biologically independent samples are used. (d) n=4 (young GV), 4 (young MII), 4 (old GV), 4 (old MII) biologically independent samples are used. The data are shown as the mean  $\pm$  SD. Two-tailed paired Student's t-tests were used to evaluate statistical significance, ns, not significant, \* p=0.015, \*\*\* p=0.0003. Source data are provided as a Source Data file.

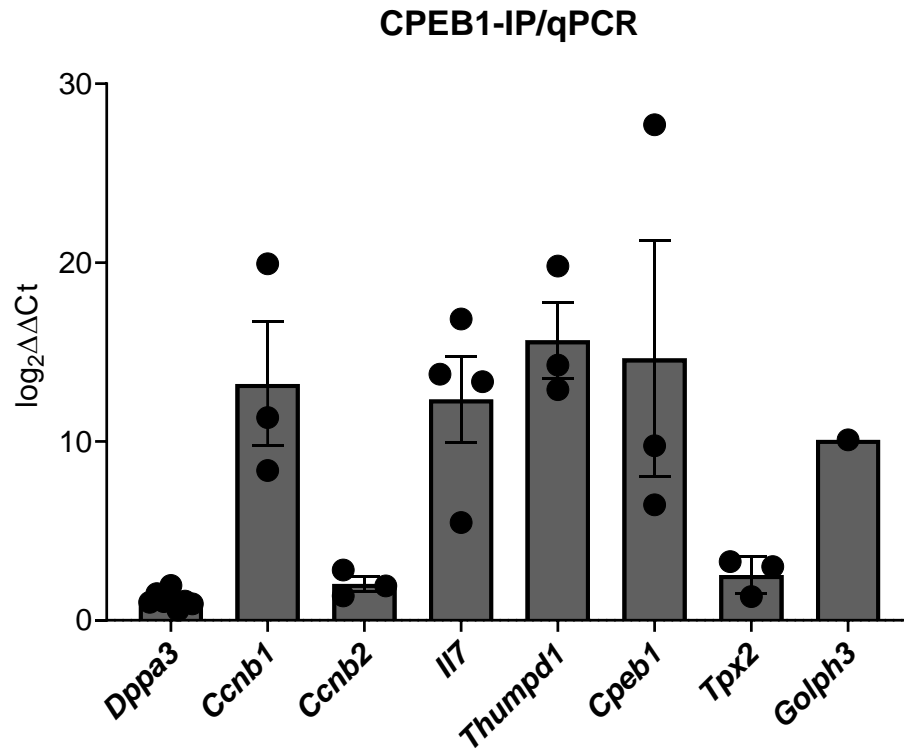

**Supplementary Figure 8. CPEB1 interacts with most of the transcripts whose translation is disrupted in old oocytes**

GV oocytes were collected from WT young mice and RNA-IP followed by RT-qPCR was performed as described in the Methods. *Dppa3* was used as a reference gene as it is known to not bind to CPEB1<sup>3</sup>. n= 8 for *Golph3*, 3 for *Ccnb1*, 3 for *Ccnb2*, 4 for *Il7*, 3 for *Thumpd1*, 3 for *Cpeb1*, 3 for *Tpx2*, 1 for *Golph3* biologically independent samples are used. RT-qPCR reactions were run in triplicate. Data are presented as fold increase in mRNA levels in CPEB1-IP as compared to the IgG-IP non-specific control. The bars represent the mean ± SD. Source data are provided as a Source Data file.

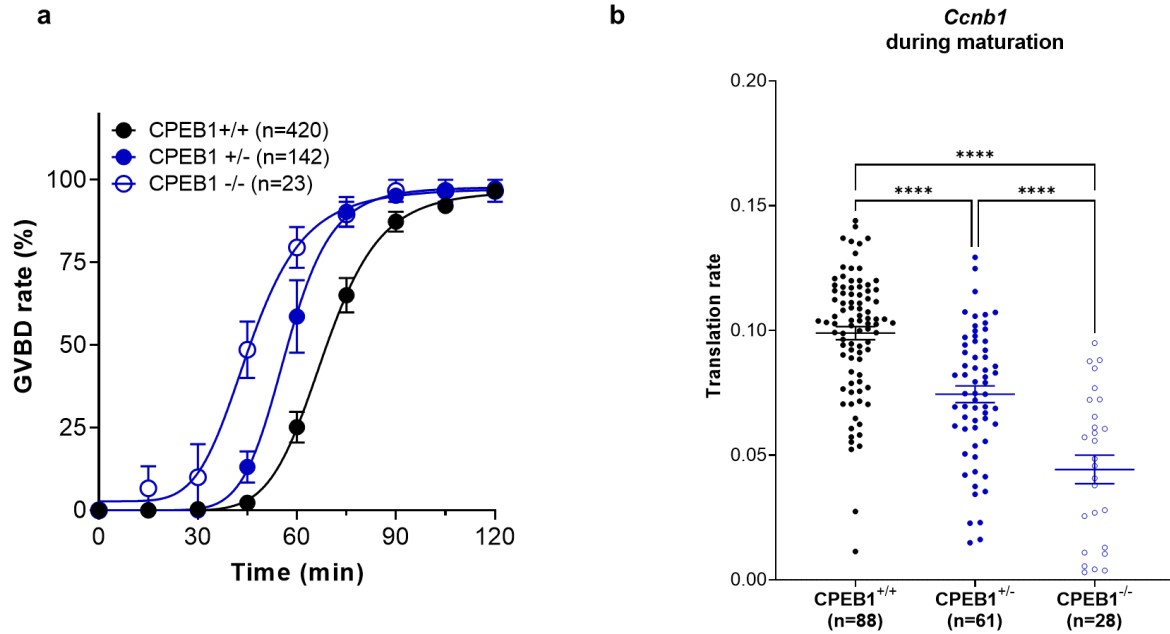

**Supplementary Figure 9. *Cpeb1*-gene dose-dependent effect on timing of meiotic reentry (a) and *Ccnb1* reporter translation (b)**

**(a)** GV oocytes from *Cpeb1*<sup>+/+</sup>; *Zp3Cre* mice (CPEB1<sup>+/+</sup> oocytes), *Cpeb1*<sup>fl/+</sup>; *Zp3Cre* mice (CPEB1<sup>+/-</sup> oocytes), and *Cpeb1*<sup>fl/fl</sup>; *Zp3Cre* mice (CPEB1<sup>-/-</sup> oocytes) were incubated with cilostamide-free medium and brightfield images were captured every 15 min. The cumulative GVBD times were plotted. Experiments were repeated at least 3 times and the data are shown as the mean  $\pm$  SD. **(b)** CPEB1<sup>+/+</sup>, CPEB1<sup>+/-</sup>, and CPEB1<sup>-/-</sup> GV oocytes were injected with 12.5 ng/uL polyadenylated mCherry and 12.5 ng/uL YFP-*Ccnb1* 3' UTR. After pre-incubation overnight, oocytes were released in cilostamide-free medium for maturation. YFP and mCherry signals were recorded by time lapse microscopy every 15 min for 20 h. The YFP signals were normalized by the level of mCherry signals. Translation rate was calculated for each oocyte by linear regression of the reporter data between 5 and 10 h after GVBD. Experiments were repeated three times and the data are shown as the mean  $\pm$  SEM. One way ANOVA was used to evaluate statistical significance, \*\*\*\* p<0.0001. Source data are provided as a Source Data file.

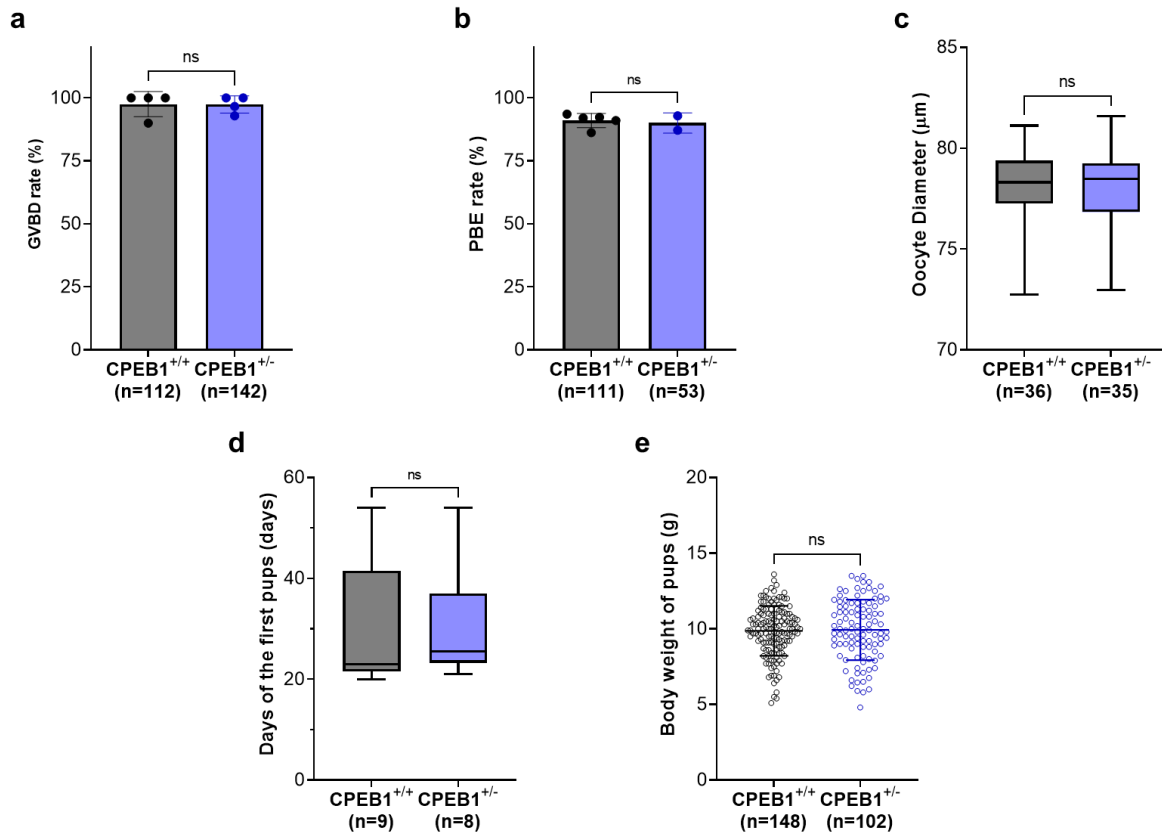

### Supplementary Figure 10. Phenotypes of CPEB1 heterozygous oocytes and mice

**(a, b)** GV oocytes from *CPEB1*<sup>+/+</sup> and *CPEB1*<sup>+/-</sup> mice were incubated with cilostamide-free medium and brightfield images were captured every 15 min for 20 hours. GVBD rates until 2 hours (a) and PBE rates (b) in each experiment were evaluated. The number of oocytes analyzed is displayed. The bar represents mean  $\pm$  SD. Two-tailed unpaired Student's t-tests were used to evaluate statistical significance, n.s. not significant. **(c)** Oocyte diameter was measured by inspecting brightfield images. Box and whisker plots are shown. The central line denotes the median value, while the box refers to the 25<sup>th</sup> to 75<sup>th</sup> percentiles and whiskers mark minimum and max values. Two-tailed Unpaired Student's t-tests were used to evaluate statistical significance, n.s. not significant. **(d, e)** *CPEB1*<sup>+/+</sup> and *CPEB1*<sup>+/-</sup> female (d), the days for the first litter after mating were recorded. Box and whisker plots are shown. The central line denotes the median value, while the box corresponds to the 25<sup>th</sup> to 75<sup>th</sup> percentiles and whiskers mark minimum and maximum values. Unpaired Student's t-tests were used to evaluate statistical significance, n.s. not significant. (e), pup body weights were recorded 21 days after birth. Data are shown as mean  $\pm$  SD. Two-tailed unpaired Student's t-tests were used to evaluate statistical significance, n.s. not significant. Source data are provided as a Source Data file.

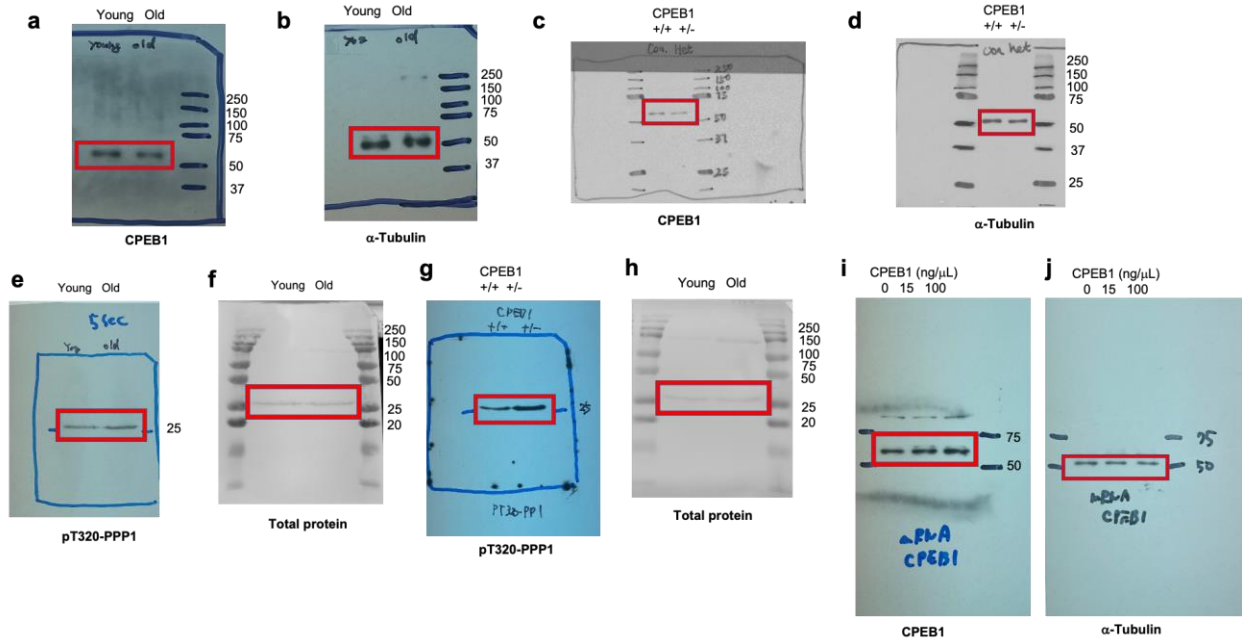

### Supplementary Figure 11. Uncropped images of Western blotting

**(a)** Fig. 4d CPEB1. **(b)** Fig. 4d α-tubulin. **(c)** Fig. 5e CPEB1. **(d)** Fig. 5e α-tubulin. **(e)** Fig. 6c pT320-PPP1. **(f)** Fig. 6c Ponceau S staining (Total PP1). **(g)** Fig. 6e, pT320-PPP1. **(h)** Fig. 6e Ponceau S staining (Total PP1). **(i)** Fig. 7a CPEB1. **(j)** Fig. 7a α-tubulin.

## References

1. Pan H, Ma P, Zhu W, Schultz RM. Age-associated increase in aneuploidy and changes in gene expression in mouse eggs. *Dev Biol* **316**, 397-407 (2008).
2. Chen J, *et al.* Genome-wide analysis of translation reveals a critical role for deleted in azoospermia-like (Dazl) at the oocyte-to-zygote transition. *Genes Dev* **25**, 755-766 (2011).
3. Luong XG, Daldello EM, Rajkovic G, Yang CR, Conti M. Genome-wide analysis reveals a switch in the translational program upon oocyte meiotic resumption. *Nucleic Acids Res* **48**, 3257-3276 (2020).
4. Xiong Z, *et al.* Ultrasensitive Ribo-seq reveals translational landscapes during mammalian oocyte-to-embryo transition and pre-implantation development. *Nat Cell Biol* **24**, 968-980 (2022).

# Supplementary material for: CPEB1-dependent disruption of the mRNA translation program in oocytes during maternal aging
**Source:** Nat Commun. 2023 Jan 26;14:416. doi: 10.1038/s41467-023-35994-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: The list of input genes for RiboTag IP/RNA-Seq.

File Name: Supplementary Data 2

Description: The list of HA genes for RiboTag IP/RNA-Seq.

File Name: Supplementary Data 3

Description: 3'-UTR and open reading frame sequences used for reporter assay.

File Name: Supplementary Data 4

Description: Primer sequences used for reporter assay.

# Supplementary material for: CPEB1-dependent disruption of the mRNA translation program in oocytes during maternal aging
**Source:** Nat Commun. 2023 Jan 26;14:416. doi: 10.1038/s41467-023-35994-3
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** Metamorph 7.8.13.0 software, ImageJ 1.53a Java 1.8.0\_112 software (64-bit), RNASeq cDNA library preparation using the Ovation RNA-Seq System V2 (NuGen, 0344). Samples were sequenced using the HiSeq4000.

**Data analysis** RNASeq Data: FASTQC, Trimmomatic0.36, HiSat2, Samtools, HtSeq, EdgeR, limma, David 6.8.  
All other data analysis: GraphPad Prism 9.3.1 software.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The published available datasets used in this work were from NCBI Gene Expression Omnibus (GEO) accession number GDS 3295 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE11667>, Aging transcriptome), GSE35106 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE35106>, Polysome array), GSE135525 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE135525>, RiboTag IP/RNA-Seq), GSE165782 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE165782>, PAIso-seq), and GRCm38 ([https://www.ncbi.nlm.nih.gov/assembly/GCF\\_000001635.20](https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20), mouse genome dataset). The complete RiboTag IP/RNA-Seq dataset are included in supplementary Data.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed. The major limitation for the experimental model used is the availability of old samples. The RiboTag/IP/RNA-Seq required more than 800 oocytes from young and old mice. This set an upper limit for the number and replicate (N=2) possible. However, the young group was compared to additional RiboTag IP/RNA-Seq dataset and the data were qualitative similar. Reporter assays in microinjected oocytes was done on three independent oocyte preparations with oocyte samples size varying between 10 and 50 oocytes. Old oocytes are limited availability so that the sample size is smaller than that of young group. qPCR was performed in independent sets of samples (50 oocytes/each). RiboTag IP/qPCR was performed in independent sets of samples (200 oocytes/each or 2 ovaries from 2 different mice/each). WB was performed in independent sets of samples (10-30 oocytes/each). Nine CPEB1+/+ female mice and 8 CPEB1+/- female mice were used for mating experiments. |
| Data exclusions | In most experiments data were not excluded. In some YFP reporter measurement, sometimes the microscope runs very long time, so it would stop to take picture at some point, which we could not calculate the signal intensity.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Replication     | All the experiments have been repeated 3 times except for RiboTag IP/RNA-Seq, CDK1 assay for young and old oocytes, and WB of CPEB1 with Cpeb1 mRNA injected oocytes. RiboTag IP/RNA-seq was performed in a single experiment of two biologically independent samples. CDK1 assay for young and old oocytes was performed twice due to the limited availability of old oocytes. WB of CPEB1 with Cpeb1 mRNA injected oocytes was performed in a single experiment. All attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Randomization   | All young and old oocytes or CPEB1+/-, CPEB1-/-, CPEB1+/+ oocytes from multiple mice were randomly allocated to different experimental groups. Microinjection was also allocated in random groups for the following experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Blinding        | No blinding of data was performed. Because there molecular and cellular biology experiments are difficult to blind as the same individual sets up the experiments and does the measurements and analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                 |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Rabbit polyclonal Anti-CPEB1 antibody (Abcam, ab73287, lot GR302084-20 for WB (1/1000), lot GR302084-22 for RIP (1/75)), Monoclonal Anti- $\alpha$ -Tubulin antibody produced in mouse (Sigma-Aldrich, T6074, clone B-5-1-2, purified from hybridoma cell culture, lot# 118M4779V, 1/10,000), Anti-PPP1A/PPP1CA antibody [EP1512Y] (Abcam, ab62334, lot GR27139-17, 1/30,000), HA Tag monoclonal antibody (2-2.2.14) (Invitrogen, 26183, lot WA317137, 1/75), normal mouse IgG antibody (Sigma-Aldrich, 12-371, lot 3739694, 1/75). HRP-conjugated secondary antibodies (anti-rabbit IgG: NA934VS, lot 17441860 1/10,000, anti-mouse IgG: NA931VS, lot 9653128, GE Healthcare 1/10,000). |
| Validation      | Anti-CPEB1<br><a href="https://www.abcam.com/cpeb1-antibody-ab73287.html">https://www.abcam.com/cpeb1-antibody-ab73287.html</a><br>L uong XG, Daldello EM, Rajkovic G, Yang CR, Conti M. Genome-wide analysis reveals a switch in the translational program upon oocyte meiotic resumption. Nucleic Acids Res 48, 3257-3276 (2020).                                                                                                                                                                                                                                                                                                                                                      |

Anti- $\alpha$ -Tubulin  
<https://www.sigmaaldrich.com/US/en/product/sigma/t6074>  
 Yang CR, Rajkovic G, Daldello EM, Luong XG, Chen J, Conti M. The RNA-binding protein DAZL functions as repressor and activator of mRNA translation during oocyte maturation. *Nat Commun* 11, 1399 (2020).  
 Anti-PPP1A/PPP1CA  
<https://www.abcam.com/ppp1app1ca-phospho-t320-antibody-ep1512y-ab62334.html>  
 Lewis CW, Taylor RG, Kubara PM, Marshall K, Meijer L, Golsteyn RM. A western blot assay to measure cyclin dependent kinase activity in cells or in vitro without the use of radioisotopes. *FEBS Lett* 587, 3089-3095 (2013).  
 HA Tag monoclonal antibody  
<https://www.thermofisher.com/antibody/product/HA-Tag-Antibody-clone-2-2-2-14-Monoclonal/26183>  
 Zhao X, Lai G, Tu J, Liu S, Zhao Y. Crosstalk between phosphorylation and ubiquitination is involved in high salt-induced WNK4 expression. *Exp Ther Med* 21, 133 (2021).  
 normal mouse IgG antibody  
[https://www.emdmillipore.com/US/en/product/Normal-Mouse-IgG,MM\\_NF-12-371](https://www.emdmillipore.com/US/en/product/Normal-Mouse-IgG,MM_NF-12-371)  
 Tamayo AG, Duong HA, Robles MS, Mann M, Weitz CJ. Histone monoubiquitination by Clock-Bmal1 complex marks Per1 and Per2 genes for circadian feedback. *Nat Struct Mol Biol* 22, 759-766 (2015).  
 Rabbit IgG secondary antibody  
<https://www.sigmaaldrich.com/US/en/product/sigma/gena9341ml>  
 Xiang S, et al. Caveolin-1 mediates soft scaffold-enhanced adipogenesis of human mesenchymal stem cells. *Stem Cell Res Ther* 12, 347 (2021).  
 Mouse IgG secondary antibody  
<https://www.sigmaaldrich.com/US/en/product/sigma/gena9311ml>  
 De Backer J, Maric D, Bosman M, Dewilde S, Hoogewijs D. A reliable set of reference genes to normalize oxygen-dependent cytoglobin gene expression levels in melanoma. *Sci Rep* 11, 10879 (2021).

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Pure C57BL/6 female mice (Young:1 month old, Old:12-15 month old).  
 Female C57BL/6-Zp3CreRpl22tm1.1Psam (RiboTagF/F;Zp3-Cre, Young:1 month old, Old:12-15 month old) mice were obtained from Jackson Laboratories.  
 CPEB1-targeted mice were a gift from Raul Mendez lab. Female C57BL/6-Cpeb1F/F;Zp3-Cre, C57BL/6-Cpeb1F/F;ZP3-Cre, or C57BL/6-Cpeb1+/+;ZP3-Cre female mice (1 month old) were used. For mating experiment, 2 month old C57BL/6-Cpeb1F/F;ZP3-Cre, or C57BL/6-Cpeb1+/+;ZP3-Cre female mice were mated with WT C57BL/6 male mice (2 month old).

### Wild animals

No wild animals were used in the study.

### Field-collected samples

No field collected samples were used in the study.

### Ethics oversight

Institutional Animal Care and Use Committee of the University of California at San Francisco (AN182026-03A).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

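RNA-Seq was analysed for 8 libraries from 4 pools of 200 MII oocytes each, 2 pools from young mice (1 month) and 2 from old mice (12 to 15 months). Each pool gave an HA library (ribosome-bound mRNA) and an input library (total mRNA). The deposited signal values are CPM that the authors obtained by trimming, alignment to GRCm38, counting per gene, a filter on low values and TMM normalization, separately for HA and input. All per-sample columns were used (columns left out, 0). The Methods state a filter of 10 CPM in at least 2 libraries, whereas every gene of the tables has at least 1 CPM in at least 2 libraries.

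Each value was a whole multiple of the value of 1 read in its library, so the reads were recovered from the CPM. Read numbers, floors and TMM factors per library are given in the Results. The main test was limma (lmFit and eBayes with trend) on log2(CPM + 1), old against young, two-sided, with Benjamini-Hochberg adjustment over all genes of a table and thresholds of 0.05 and 0.1. The TE of a pool was HA CPM over input CPM. HA and input of a pool were paired because the input was taken from the same lysate, as the Methods state. An old and a young pool with the same replicate number share no more than that number in the labels, so they were not paired in the main test. The gene set test was limma's camera with an inter-gene correlation of 0.01. Random gene lists (10000 per test) were matched on mean expression in 20 bins. Family enrichment and CPE shares were tested with Fisher's exact test, two-sided, against all genes of the HA table. CPE motifs were searched in the longest 3'-UTR of each gene in GENCODE release M21. Its gene identifiers covered 99.7% of the HA table and 99.8% of the input table.

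Named genes were set by a rule, namely the 10 genes that the paper's text names in connection with the RNA-Seq, the 11 genes labelled in Fig. 1d, and in each table the 3 genes with the smallest p among those higher and among those lower in old oocytes. Other pseudocounts (0.1 and 5 CPM), filters, scalings, eBayes options and tests on the recovered reads (edgeR's likelihood ratio and quasi-likelihood tests, DESeq2) were run as alternatives, and each pool was left out in turn. The tests were tested on simulated data with 200 changed genes and with none. The gene ontology analysis of Fig. 1c was not run, and the reporter, RT-qPCR and protein measurements were not analysed here. R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.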

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

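For the results in this part, the tests of paralogs, library scaling and total RNA were chosen only after the result was seen.

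A difference between ages appeared in genes that the paper does not discuss. Genes of the Tcl1 family (6 genes in both tables, chromosome 12 of GRCm38, 105146014 to 105222793), chosen after their values were seen, were higher in old HA libraries. Their summed level was 2655 and 1519.6 CPM in the old and 509.7 and 460.4 CPM in the young HA libraries, a ratio of the means of 4.30. The median log2 difference was 2.11, and it stayed above 0 with quantile normalization (1.83), with libraries rescaled to the same sum (1.47) or to the median log2 ratio (1.70), and with each pool left out (1.5 to 2.72). For 5 of the 6 genes both old libraries were above both young ones, where chance gives 16.7%. None of the 6 genes passed the adjusted threshold in limma (smallest adjusted p = 0.297), and 3 of them passed it in edgeR's likelihood ratio test. Reads moved between paralogs would leave the sum unchanged, but the sum rose by 2.05 on the log2 scale. Of the lists matched on input level, 0.01% had a median as high, which shows no stability because the family was picked for its high values. The input median was also above 0, at 0.52, so part of the difference may lie in total RNA. The TE median was 1.70, so total RNA does not account for the whole difference, except for Tcl1b4, whose log2 TE difference was -1.50. The pattern cannot be told apart from the selection of the family by its values. With 2 pools per age, a biological difference between ages remains a hypothesis.

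In the input libraries, Ext2, which the paper's text does not discuss, was 24.6-fold lower in old than in young oocytes, and lower in both old pools than in both young pools. The log2 difference was -4.66, and -4.80 with quantile normalization, so that scaling does not account for it. The annotated genes Alx4 and Gm13818 overlap Ext2, and 0 of them are in the input table, whose genes all have at least 1 CPM in at least 2 libraries. Alx4 lies partly outside Ext2, so its absence speaks against its reads as the source of the difference. Gm13818 lies wholly within Ext2, and the paper counted reads over whole genes with HTSeq, which by default assigns a read on both genes to neither, so under that default its reads could not add to the Ext2 value. The paper does not state the mode, and with 2 pools per age a biological difference in Ext2 remains a hypothesis. In the HA libraries, Ext2 was at 5.00 ± 3.68 CPM (SD, n = 2) in old and 16.3 ± 9.43 CPM (SD, n = 2) in young oocytes.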

How the results depend on the processing

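The test, its thresholds and most alternatives were set before the data were examined. The likelihood ratio test restricted by CPM, without TMM or with a replicate block, the matched lists, Pearson's r and rho over genes with reads in both replicates were chosen after seeing the data. For the 97 log2 differences of named genes in HA, input and TE, the alternatives gave 1345 values, of which 1254 kept their direction and side of the threshold, 64 kept their direction and passed it, 2 no longer passed it (Ext2 in input without the eBayes trend and in the quasi-likelihood test) and 25 reversed. The CPM filters, the eBayes options and limma's replicate block cannot change a log2 difference, so its direction was fixed there. Of these results, only Ext2 in input passed the threshold in the main test. For the others, the same side of the threshold means no call in either test. With one pool left out, 338 of 388 of these values moved by less than the standard error from limma and 50 moved by more. With 2 pools per age, such a move cannot exceed the standard error before eBayes adjusts it. The count therefore shows no stability. Leaving out a pool gave no calls, since an age then has 1 pool.

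For input at an adjusted p under 0.05, the 1 gene became 0 without the eBayes trend (811 at an unadjusted p under 0.05), 0 in the quasi-likelihood test (580 unadjusted), 50 in the likelihood ratio test and 114 in DESeq2. The likelihood ratio test gave 25 with genes of at least 10 CPM in at least 2 libraries and 65 without TMM. Under 0.1 these numbers were 0, 0, 141, 201, 31 and 148, and 3 with a mean of at least 10 CPM. For HA, the 0 genes (1311 unadjusted) became 295 in the likelihood ratio test, 508 in DESeq2, 58 with the 10 CPM restriction and 591 without TMM, and under 0.1 they became 728, 715, 96 and 846. The quasi-likelihood test kept 0 for HA (1201 unadjusted). For TE, 0 genes passed in each alternative without the replicate block (554 unadjusted in limma). The cause was not tested.

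With the replicate number as a replicate block, limma gave 1 input gene, 9 HA genes at 0.05 and 10 at 0.1 (without the block, 1, 0 and 0), and 5 TE genes at 0.05 and 5 at 0.1 (without, 0). The likelihood ratio test with the replicate block gave 23 input genes at 0.05 and 119 at 0.1, and 0 HA genes at 0.05 (1350 unadjusted) and 533 at 0.1. The replicate differences of same-numbered old and young pools correlated across genes at 0.0786 in HA, 0.0269 in input and 0.0108 in TE, and genes are not independent replicates.

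For the mitochondrial ribosomal protein mRNAs in HA (median -1.06, limma's camera p = 0.00268, range of p over alternatives 0.00213 to 0.509), the median was -0.43 (p = 0.509) for members with at least 10 CPM in at least 2 libraries, -1.06 (p = 0.0701) with the correlation estimated from the data and -0.25 (p = 0.483) with quantile normalization. The estimated correlation was -0.0106, under the fixed 0.01, so a larger correlation did not raise that camera p. For TE (-0.59, not past the camera threshold of 0.05), it was -0.96 and past that threshold with a pseudocount of 0.1 CPM and 0.23 with quantile normalization. With one pool left out, the medians ran from -1.50 to -0.69 in HA, -0.88 to -0.57 in TE and -0.39 to -0.091 in input. The odds ratio of the family among HA genes was 0 at an unadjusted p under 0.01. The Cpeb1 TE decrease was 65.1% with libraries rescaled to the same sum, and 45.6% to 58.6% with one pool left out. The replicate correlation was 0.595 (mean of at least 10 CPM), 0.679 (reads in both) and 0.62 (Pearson) for old HA; 0.83 and 0.787 (Pearson) for young HA; 0.835 (at least 1 CPM in both), 0.793 and 0.726 (Pearson) for old input; 0.895, 0.882 and 0.832 (Pearson) for young input. The cause was not tested.

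The following signs of named genes reversed. The Ccnb1 input log2 old vs young was -0.00225 and the Mrpl21 input log2 old vs young was -0.023 in the likelihood ratio test without TMM. The Mrps35 input log2 old vs young was -0.063 (pseudocount 5 CPM), -0.60 (likelihood ratio and quasi-likelihood tests), -0.56 (DESeq2) and -0.87 (without TMM). The Pou2f2 input log2 old vs young was -0.10 (quantile), -0.17 (same sum), -0.056 (median ratio), -0.018 (10 CPM restriction) and -0.13 (without TMM). In HA, Sgk1 was 0.061 and Mrpl45 0.79 (quantile), Dppa3 0.12 (DESeq2), and Tmem63b 0.55 (likelihood ratio and quasi-likelihood), 0.71 (DESeq2), 0.34 (10 CPM restriction) and 0.043 (without TMM). The Il7 TE log2 old vs young was -0.042 (same sum), and in TE Mrpl45 was -0.66 (pseudocount 0.1 CPM) and -0.48 (quasi-likelihood interaction), and Mrpl46 0.10 (pseudocount 5 CPM) and 0.30 (quantile). With one pool left out, the sign changed for 5 of 33 named genes in HA, 6 of 32 in TE and 10 of 32 in input. The cause was not tested.

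The median log2 difference of all genes was -0.14 in HA, -0.03 in input and -0.10 in TE as deposited, -0.68, -0.19 and -0.48 with libraries rescaled to the same sum, and -0.48, -0.09 and -0.39 with the median ratio. The spread between replicates was a coefficient of variation of 104% in HA and 84.5% in input. In simulated data with the HA spread, set equal in both ages, limma recovered 37% of genes changed by 4 on the log2 scale. The changed genes all had a mean of at least 10 CPM.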

Differences from the paper's values

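For input genes with an adjusted p under 0.05, the paper gives 47 and limma gave 1. Of the alternatives set before the data were examined, edgeR's likelihood ratio test, which the paper's Methods name, gave 50 and came within 1.5 times of the paper's number, and the others did not. For HA genes lower in old oocytes, the paper gives 254 and limma gave 0 (930 at an unadjusted p under 0.05), with 257 in the likelihood ratio test and 343 in DESeq2. For HA genes higher in old oocytes, the paper gives 38 and limma gave 0 (381 unadjusted), with 38 in the likelihood ratio test. A total of 256 HA genes is also given in the paper, against 0 in limma (1311 unadjusted) and 295 in the likelihood ratio test. For HA genes with an adjusted p under 0.1, the paper gives 726 and limma gave 0, with 728 in the likelihood ratio test and 715 in DESeq2. The other alternatives set before the data were examined did not close these gaps.

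The replicate correlation in HA was about 0.79 in young and about 0.62 in old oocytes in Supplementary Fig. 4a, read by eye, against 0.837 and 0.692 here. The alternatives set before the data were examined and run for it, genes with at least 1 CPM in both replicates and genes with a mean of at least 10 CPM, did not close the gap. Pearson's r on log2 CPM over genes with reads in both replicates, chosen after seeing the values, gave 0.787 and 0.62. For Cpeb1, Fig. 4a, read by eye, shows about 130 CPM in young and about 160 CPM in old input, and about 150 CPM in young and about 84 CPM in old HA. The values here were 229.5 ± 40.3 CPM and 278 ± 55.1 CPM (SD, n = 2) in input, and 337 ± 121.6 CPM and 190.2 ± 54.8 CPM (SD, n = 2) in HA. Of the alternatives set before the data were examined, libraries rescaled to the same sum or to the median log2 ratio were run for these values, and they did not close the gap.

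The log2 differences in the paper's supplement differed from those of limma on log2(CPM + 1) as follows, with the paper's value first. In input they were 6.09 and 2.34 for Mrpl49, -9.18 and -4.19 for Cachd1, and -7.27 and -4.02 for Cxxc5. In HA they were -4.79 and -2.85 for Mrpl16, -3.96 and -1.35 for Mrpl21, -7.42 and -3.34 for Mrpl38, -6.43 and -1.86 for Mrpl46, -3.17 and -1.84 for Mrpl48, -7.75 and -2.56 for Mrpl49, -8.35 and -2.43 for Mrpl57, -4.46 and -1.68 for Mrps9, -8.53 and -3.29 for Mrps14, -6.80 and -2.87 for Mrps35, -7.00 and -2.97 for Cachd1, -11.08 and -2.65 for Gm26816, -10.91 and -2.51 for Srp14, and -8.32 and -2.78 for Cox14. Of the alternatives set before the data were examined, edgeR's likelihood ratio and quasi-likelihood tests closed each of these gaps, DESeq2 closed all but those of Gm26816 and Srp14, and a pseudocount of 0.1 CPM closed those of Cxxc5, Mrpl16 and Mrpl48. The other alternatives closed none where they kept the gene. Gm26816 and Srp14 had 0 reads in both old HA libraries, so each of their values is set by the pseudocount or the prior count, and none measures the size of the difference.

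The paper states an increase of Nlrp5 in the RNA-Seq, and the log2 HA difference was 0.84, with an adjusted p of 0.335 in limma, 0.560 in the likelihood ratio test, 0.368 in the quasi-likelihood test and 0.549 in DESeq2. In the source data of Fig. 1d, the columns headed TE were within 1% of the mean input CPM for 41 of 43 genes in young and 43 of 43 in old oocytes, and the columns headed Input were within 1% of the mean TE of the pools for 43 and 41 genes. Supplementary Data 1 lists 50 input genes past the threshold (19 higher, 31 lower). Supplementary Data 2 lists 292 entries for 290 symbols, and the second entries of Dmpk and Gsr have log2 differences (-7.33 and -7.35) nearest to those of Gbp5 and Mtrf1.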

Other observations

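For the results in this part, the tests with the 10 CPM restriction, without TMM, with other splits of the libraries and with quantile normalization of the mitochondrial ribosomal protein mRNAs and of the numbers of lower and higher genes were chosen only after the result was seen.

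In edgeR's likelihood ratio test, more genes were lower (257) than higher (38) in old HA libraries. Among genes with at least 10 CPM in at least 2 libraries the numbers were 42 lower and 16 higher, but at an unadjusted p under 0.05 they were 254 lower and 238 higher, and limma on the same genes gave 162 lower and 375 higher, so the level of expression was not excluded. Without TMM the numbers were 570 lower and 21 higher, but leaving out TMM shifts the old HA libraries down, so this does not test the scaling. In limma at an unadjusted p under 0.05, 930 genes were lower and 381 higher as deposited, against 230 lower and 253 higher with quantile normalization, so the scaling was not excluded either. Of the 3 splits of the 4 libraries into pairs, 1 gave as many genes, namely old against young, and the other splits gave 13 and 30, so 3 splits cannot give a share under 0.05. A candidate explanation is that fewer molecules were sampled in the old HA libraries. Simulated libraries without an age difference, with molecule numbers set to match the replicate correlations, gave a mean of 969.2 lower genes over 10 sets, but 53.2% of old values were then 0, against 3.50% in the measured libraries. A second simulation with background reads, tried after the first, matched the values at 0 but not the replicate correlations (0.966 in old, 0.984 in young). It gave a mean of 0.1 lower and 0 higher genes. Its number of molecules per CPM was the same in old and young libraries (1e-04), and the background differed (2.31% in old, 5.27% in young). The second simulation therefore did not sample fewer molecules in the old libraries and cannot test that explanation. Neither simulation matched the measured libraries, so they neither show nor exclude fewer sampled molecules, and the pattern cannot be told apart from them.

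The HA difference between ages followed expression. Its median was -0.58 for genes of 10 to 30 CPM in input and 0.38 for genes above 100 CPM. In the simulated libraries with fewer molecules, these medians were -1.65 and -0.32, the latter opposite in sign to the measured one. For genes under 3 CPM and of 3 to 10 CPM in input they were 0 and 0, against -0.26 and -0.62 measured. Correlations across genes with transcript length (0.0191) and GC content (-0.0281) at matched input were near 0, and genes are not independent replicates. The simulation of fewer sampled molecules thus missed the measured medians at both ends of expression. As neither simulation matched the libraries, this explanation was not excluded.

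The mitochondrial ribosomal protein mRNAs were lower in old HA libraries as a group. However, 6.86% of lists matched on input level and 21.5% of lists matched on mean HA CPM had a median as low. With quantile normalization, limma's camera p was 0.483 (range of p over alternatives 0.00213 to 0.509). The lists matched on input level leave the level of expression open as a candidate explanation. Lists matched on mean HA CPM cannot decide it, because that mean includes the old HA values. The result thus depends on which scaling is used. Quantile normalization does not model the sampling of molecules and leaves that explanation open. No biological difference specific to the family was separated from these.

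Canonical CPE motifs were less frequent among genes lower in old HA libraries. As few motifs were found in 0.01% of random lists matched on 3'-UTR length, in 0.31% of lists matched on input level and in 1.51% of lists matched on both, so these properties do not fully account for the share. With quantile normalization, however, 70.2% of the lower genes had a motif, against 70.6% of other genes, so the pattern depends on the normalization. As few motifs were then found in 50.1% of lists matched on 3'-UTR length, in 6.88% of lists matched on input level and in 29.95% of lists matched on both. Quantile normalization does not model counting noise, which was left open. Among genes higher in old HA libraries, 85.8% had a motif against 69.9% of other genes, and 0% of the random lists had as many under each of these matchings. With quantile normalization the percentages were 75.6% and 70.4%. As many motifs were then found in 19.8% of lists matched on 3'-UTR length, in 4.75% of lists matched on input level and in 20.3% of lists matched on both.

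Ccnb1 was at 1053 ± 199.8 CPM (SD, n = 2) in old and 508 ± 53.1 CPM (SD, n = 2) in young HA libraries, a log2 difference of 1.04 (adjusted p = 0.304 from limma). The Ccnb1 HA log2 old vs young was 0.34 with quantile normalization, 0.40 with libraries rescaled to the same sum and 0.63 with the median log2 ratio. The log2 HA differences of Ccnb2 and Dppa3 were -0.13 and -0.21, within their standard errors of 0.63 and 0.48.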
